# Microglial REV-ERBα regulates inflammation and lipid droplet formation to drive tauopathy in male mice

**DOI:** 10.1038/s41467-023-40927-1

**Published:** 2023-08-25

**Authors:** Jiyeon Lee, Julie M. Dimitry, Jong Hee Song, Minsoo Son, Patrick W. Sheehan, Melvin W. King, G. Travis Tabor, Young Ah Goo, Mitchell A. Lazar, Leonard Petrucelli, Erik S. Musiek

**Keywords:** Alzheimer's disease, Microglia, Circadian mechanisms

## Abstract

Alzheimer’s disease, the most common age-related neurodegenerative disease, is characterized by tau aggregation and associated with disrupted circadian rhythms and dampened clock gene expression. REV-ERBα is a core circadian clock protein which also serves as a nuclear receptor and transcriptional repressor involved in lipid metabolism and macrophage function. Global REV-ERBα deletion has been shown to promote microglial activation and mitigate amyloid plaque formation. However, the cell-autonomous effects of microglial REV-ERBα in healthy brain and in tauopathy are unexplored. Here, we show that microglial REV-ERBα deletion enhances inflammatory signaling, disrupts lipid metabolism, and causes lipid droplet (LD) accumulation specifically in male microglia. These events impair microglial tau phagocytosis, which can be partially rescued by blockage of LD formation. In vivo, microglial REV-ERBα deletion exacerbates tau aggregation and neuroinflammation in two mouse tauopathy models, specifically in male mice. These data demonstrate the importance of microglial lipid droplets in tau accumulation and reveal REV-ERBα as a therapeutically accessible, sex-dependent regulator of microglial inflammatory signaling, lipid metabolism, and tauopathy.

## Abstract (web summary)

The circadian clock protein REV-ERBα has been implicated in neuroinflammation but mechanisms are poorly understood. Here, the authors show that microglial REV-ERBα regulates inflammatory signaling and lipid droplet formation to exert sex-specific effects on tau pathology in mice.

## Introduction

REV-ERBα is a circadian clock protein and transcriptional repressor which has pivotal roles in diverse physiological processes such as inflammation, lipid/glucose metabolism, and circadian rhythm^1^. REV-ERBα is a nuclear receptor that exhibits strong circadian rhythms in expression in the brain, and we previously found that global germ-line deletion of REV-ERBα in mice evoked glial activation and neuroinflammation in the brain^2^. In general, glia cells can clear debris, aggregated proteins, and damaged neurons for the maintenance of brain health^3^. Microglia in particular are crucial mediators of inflammation, and our previous studies have revealed that global REV-ERBα can increase microglia phagocytic activity and reduce Aβ deposition in 5xFAD mouse brain^4^. Thus, REV-ERBα has potential therapeutic benefits in neurodegenerative diseases including Alzheimer’s disease (AD) through modulation of glial function. However, the cell-specific functions of REV-ERBα in microglia and other glial cells are unknown.

Although REV-ERBα is known as a mediator of lipid metabolism in periphery, the exact role of REV-ERBα in lipid metabolism in the central nervous system (CNS), especially in microglia, is unclear. Recent studies show that lipid homeostasis and lipid droplet (LD) formation are disrupted in microglia in AD models and LD formation in microglial has been highlighted as a potential therapeutic target^5–7^. Lipid-droplet accumulating microglia (LDAM) have been observed in mouse and human brain during aging and neurodegenerative diseases and are an emerging pathological phenotype in AD^8^. Perilipin 2 (PLIN2) has been used as a representative surface marker of LDs^9^ and is increased in microglia after lipopolysaccharide (LPS) treatment^10^ and in neurodegenerative conditions^8^. However, the function of LDs in microglia, particularly in the setting of AD, is poorly understood.

Microglial activation is considered one of the hallmarks of neuroinflammation and is observed in AD and other neurodegenerative disease^11,12^. Microglia respond to brain pathology, and single-cell RNA-sequencing (scRNA-seq) has revealed various clusters of microglia that have been mapped to activated and homeostatic states under resting and pathological conditions^13,14^. Recent transcriptomic studies have revealed striking sex differences in microglial gene expression and function, as male microglia appear more activated compared to female microglia under basal conditions and exert stronger pro-inflammatory responses to stimuli such as stress and pathogenic insults^15,16^. Strikingly, ischemic damage in male mice can be rescued by transplantation of female microglia^16^. Diverse neurological disorders including AD show strong sex differences, suggesting that the impact of sex on microglial function might influence disease risk.

Here, we propose a role for the circadian protein, REV-ERBα, in regulating inflammatory tone and LD expression in microglia. We find that REV-ERBα-deficient microglia exhibit increased inflammatory signaling, LD accumulation, and impaired tau phagocytic activity. In vivo, microglia-specific REV-ERBα deletion exacerbated neuroinflammation and tau pathology in two mouse models. These effects of REV-ERBα deletion on microglial LD formation, tau phagocytosis, inflammation, and eventually tauopathy were only observed in male cells and mice, suggesting that REV-ERBα regulates sex-dependent responses under tau-related pathological conditions. More broadly, we find that inflammation and LD formation interact in microglia to impair tau phagocytosis, and that exposure to tau-enriched brain extract can trigger these pathways. Our studies highlight the importance of microglial LDs in AD pathogenesis and identify REV-ERBα as a regulator of these processes and potential therapeutic target.

## Results

### Validation of microglial REV-ERBα KO mouse model and its impact on neuroinflammation

According to our previous report, global germ-line REV-ERBα deletion causes general neuroinflammation and affects microglia activation state^2,4^. To better understand the specific role of microglial REV-ERBα in vivo, we generated tamoxifen-inducible, microglia-specific REV-ERBα knockout (KO) mice (*Cx3cr1*::Cre^ERT2^; *Nr1d1*^fl/fl^) (Fig. 1a). This Cre line allows specific targeting of microglia, as non-microglial *Cx3cr1*+ myeloid cells repopulate 6–8 weeks after tamoxifen treatment^17^. We observed specific deletion of exon 3–5 of REV-ERBα (*Nr1d1*) and >~90% deletion of *Nr1d1* transcript in isolated microglia from our tamoxifen-treated Cre+ mice, demonstrating efficient Cre−mediated recombination (Fig. 1b, c).

**Fig. 1:**
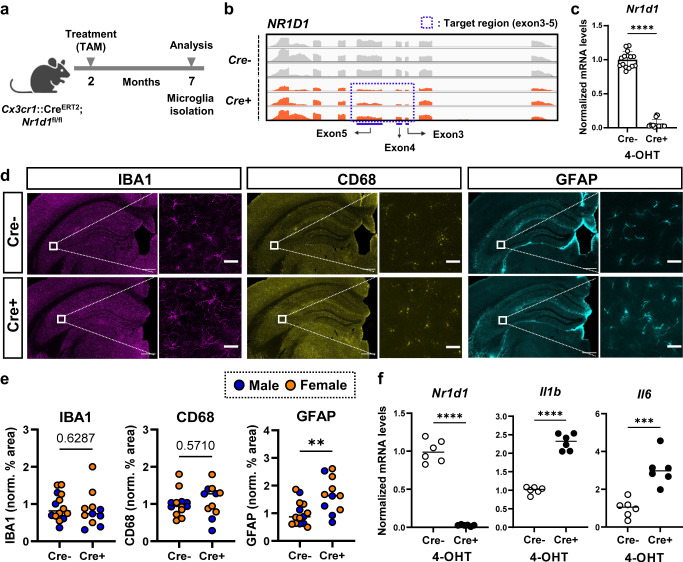
Microglial REV-ERBα KO causes neuroinflammation in vivo and in vitro. **a** Schematic showing experiments with microglia-specific REV-ERBα KO mice (*Cx3cr1*::Cre^ERT2^;*Nr1d1*^fl/fl^ mice). Created with Biorender.com. **b** Integrative genomics viewer (IGV) snapshot of RNA-seq reads at the floxed REV-ERBα locus (Exon 3, 4, and 5) of isolated microglia from tamoxifen-injected *Cx3cr1*::Cre^ERT2^;*Nr1d1*^fl/fl^ mice and Cre− littermate controls. **c** Rev-erbα (*Nr1d1*) KO efficiency in isolated microglia from *Cx3cr1*::Cre^ERT2^; *Nr1d1*^fl/fl^ pups after 4-OHT treatment (1.5 μM) (*n* = 15 wells examined from 3 cultures derived from independent pups). **d**, **e** Astrocyte (cyan: GFAP) and microglial (purple: IBA1, yellow: CD68) activation in Cre− controls and Cre+ *Cx3cr1*::Cre^ERT2^; *Nr1d1*^fl/fl^ mouse hippocampus (*n* = 5–9 mice per group). Scale bar, 500 µm (whole hippocampus); Scale bar, 50 µm (Zoom image). **f** mRNA expression of pro-inflammatory cytokines such as *Il1b*, and *Il6* in control (Cre−; *Nr1d1*^fl/fl^) and REV-ERBα KO (*Cx3cr1*::Cre^ERT2^;*Nr1d1*^fl/fl^) microglia from P1-3 pups treated with 4-OH-TAM (*n* = 6 independent cell cultures). **p < 0.01, ***p < 0.005, ****p < 0.001, by two-tailed *t* test. *P* values > 0.05 are listed. Error bars represent SEM.

Using this model, we next measured neuroinflammation by parameters such as glial activation and inflammatory cytokine expression. Unlike global germ-line REV-ERBα KO mice^2^, we did not observe spontaneous microglial activation, as assessed by staining for microglial markers including IBA1 and CD68, though GFAP-positive astrocytes were modestly increased in microglial REV-ERBα KO hippocampus (Fig. 1d, e). This suggests that REV-ERBα-deficient microglia may exert some mild increased inflammatory tone which is not sufficient to induce the severe neuroinflammatory phenotype described in germ-line REV-ERBα KO. Although microglial REV-ERBα KO showed only a mild effect on glial activation in vivo, inflammatory cytokine transcripts such as *Il1b* and *Il6* were significantly increased in cultured Cre+ microglia from microglial REV-ERBα KO pups treated with 4-hydroxy-tamoxifen in vitro, as compared to control (Cre−) cells (Fig. 1f). These data suggest that microglial REV-ERBα deletion causes modest basal inflammation in the brain.

### Microglial REV-ERBα KO exacerbates tau pathology and neuroinflammation specifically in male PS19 mice

To investigate the role of microglia REV-ERBα on AD-related pathology in vivo particularly tauopathy, we crossed microglia-specific REV-ERBα KO mice with the P301S PS19 human tau transgenic mouse line^18^, to generate *Cx3cr1*::Cre^+/−^; *Nr1d1*^fl/fl^; P301S^+/−^ mice and Cre− littermate controls. All mice were treated with tamoxifen at 8 weeks of age to induce REV-ERBα deletion (in Cre+ mice), and harvested at 10 months old, when male mice have moderate tau pathology (Fig. 2a). As shown in Fig. 2b, c, microglial REV-ERBα KO significantly increased the levels of AT8-positive phosphorylated tau (pTau) in hippocampus and cortex of male mice. Transcripts for pro-inflammatory cytokines such as *Il1b* and *Tnfa*, complement component *C1q*, and activated microglia marker *Cd68* were also significantly induced in hippocampus of Cre+ PS19 male mice, as compared to PS19; Cre− mice (Fig. 2d). Moreover, immunostaining for activated astrocytes (GFAP) and microglia (IBA1/CD68) showed increased tau-related gliosis in Cre+ mice (Fig. 2f). However, we observed that, unlike males, female microglia-specific REV-ERBα KO mice showed no increase in pTau (AT8) pathology (Fig. 2b), pro-inflammatory cytokines (Fig. 2e), or glial activation (Fig. 2f) compared to PS19; Cre− female controls. We also measured the thickness of the neuronal cell body layer of hippocampal CA1 and dentate gyrus using NeuN staining, as a measure of neurodegeneration^19^. We observed that CA1 thickness was slightly but significantly decreased in male Cre+ PS19 mice (Fig. S1a), but not female (Fig. S1b), in keeping with our findings of increased tau pathology in male Cre+ mice. Thus, the effects of microglia REV-ERBα on tau pathology and subsequent inflammation in PS19 mice are highly sex-dependent and result in exacerbated pathology only in male mice.

**Fig. 2:**
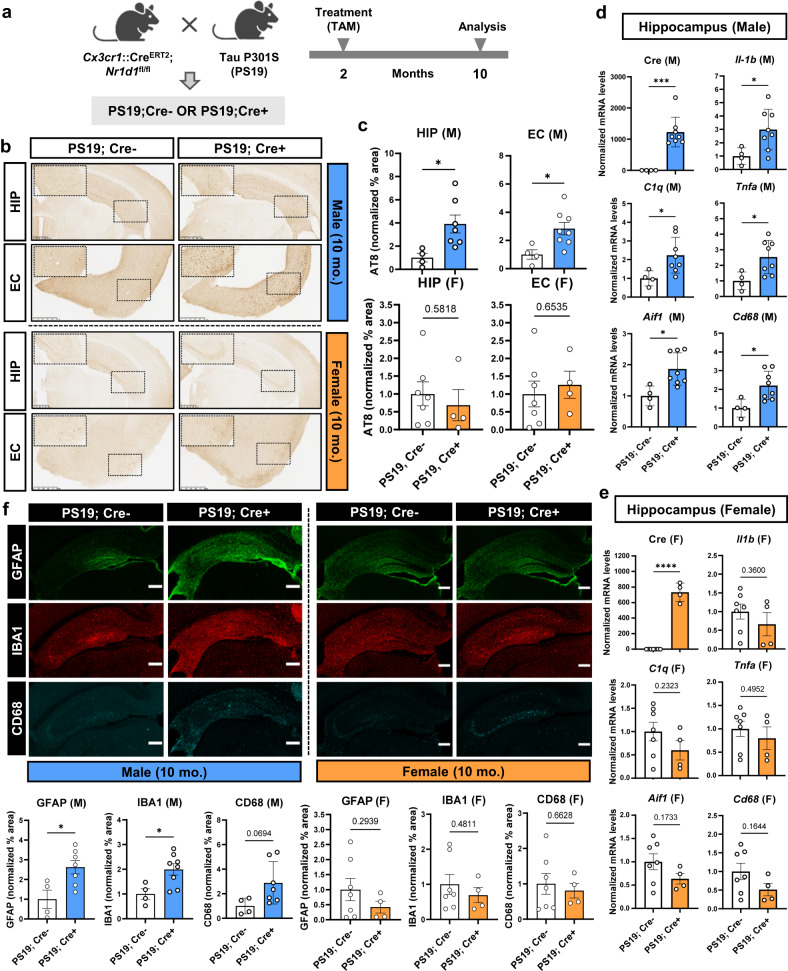
Microglial REV-ERBα KO accelerates pTau accumulation and neuroinflammation in PS19 male mice only. **a** Schematic for generating P301S tau-expressing microglial REV-ERBα KO mice (PS19^+/−^;Cx3cr1::Cre^ERT2+^;*Nr1d1*^fl/fl^). Created with Biorender.com. **b** Hippocampal and cortical pTau staining with AT8 in control P301S (PS19; Cre−) and microglial REV-ERBα KO P301S (PS19; Cre+) male and female mice, quantified in **c** (*n* = 4–8 mice per group). Hatched box highlights CA1 and cortical region where differences in AT8 were most apparent. **d** Expression of transcripts for pro-inflammatory cytokines (*Il1b*, *Tnfα*), complement component *C1q*, and microglia markers (*Aif1*, *Cd68*) in the hippocampus of PS19; Cre− and PS19; Cre+ male (*n* = 4–8 mice per group) and **e** female mice (*n* = 4–7 mice). **f**, Immunostaining for astrocytes (GFAP; green) and microglia (IBA1; red, CD68; cyan) in male and female mice, with quantified percentage area normalized to Cre− group (*n* = 4–8 mice per group). Scale bar, 500 µm. *p < 0.05 and ***p < 0.005, ****p < 0.001 by two-tailed *t* test. *P* values > 0.05 are listed. Error bars represent SEM.

### Microglial REV-ERBα KO exacerbates pTau accumulation and gliosis in male mice in an AAV-P301L tau model

In general, female PS19 mice have slower pTau deposition during aging than male mice^20^. Thus, we next sought to confirm our findings from the PS19 genetic model in a second tauopathy model with similar levels of pathology between sexes. We chose an AAV-P301L viral tauopathy model, which has been shown to induce consistent and widespread aggregated tau pathology within 6 months^21^. We performed intracerebroventricular (i.c.v) injection of AAV-P301L, into *Cx3cr1*::Cre^ERT2^; *Nr1d1*^fl/fl^ pups (and Cre− littermate controls) at post-natal day 0 and gave tamoxifen 2 months later to delete REV-ERBα in Cre+ microglia (Fig. 3a). At 6 months old, we measured tauopathy by staining for pTau with AT8 and for misfolded tau with MC1 antibodies. We also stained total human tau expression using HT7 antibody and used this to normalize AT8 and MC1 expression levels, to account for variation in viral vector expression. As in the tau PS19 mice, hippocampal AT8+ and MC1+ cells were significantly increased in male microglial REV-ERBα KO mice compared to Cre− controls (Fig. 3b, d), but not in females (Fig. 3c, e). Astrocyte (GFAP) and microglial activation (IBA1 and CD68) were also increased in parallel with tau pathology in male Cre+ mice whereas both were decreased in female Cre+ mice. (Fig. 3f, g). Altogether, microglial REV-ERBα KO consistently increases tau pathology and gliosis across tauopathy models in male mice but slightly reduces these endpoints in female mice. Thus, the effects of microglia REV-ERBα are highly sex-dependent and result in differential effects on tau pathology in male and female mice.

**Fig. 3:**
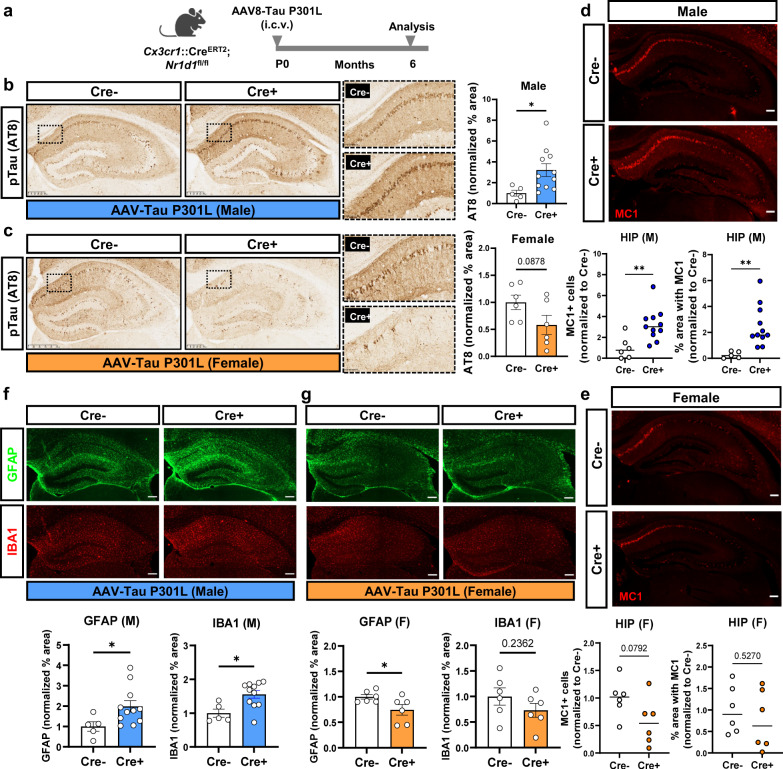
Microglial REV-ERBα KO exacerbates tauopathy in males only in an AAV-tau P301L model. **a** Schematic depicting post-natal P0 intracerebroventricular (i.c.v.) injection of AAV-tau P301L into Cx3cr1::Cre^ERT2+^;*Nr1d1*^fl/fl^ mice and Cre− controls. Created with Biorender.com. **b** Images and quantification of AT8 immunoreactivity in hippocampus of male (*n* = 5–11 mice per group) and **c** female Cre− control and Cre+ microglial REV-ERBα KO mice 6 months after AAV-tau P301L injection (*n* = 6 mice per group). AT8 intensity normalized to total tau staining (HT7 antibody) for each mouse, then the percentage area of AT8 staining was normalized to the Cre− group. Hatched box highlights CA1 region where differences in AT8 were most apparent. **d** MC1 immunoreactivity in hippocampus of control (Cre−) and microglial REV-ERBα KO (Cre+) AAV-tau P301L expressing male (*n* = 5–11 mice per group) and **e** female mice (*n* = 6 mice per group). Percent area was normalized to Cre− group. **f** Immunostaining of astrocytes (GFAP; green) and microglia (IBA1; red) in hippocampus of Cre− or Cre+ male (*n* = 5–11 mice per group) and **g** female AAV-P301L injecting mice (*n* = 6 mice per group). Scale bar, 500 µm. *p < 0.05 by two-tailed *t* test. *P* values > 0.05 are listed. Error bars represent SEM.

### LPS-mediated inflammation is also amplified by microglial REV-ERBα KO in male mice

To examine the sex-dependent inflammatory responses of microglia^15,16^, we generated primary cultured microglia from individual pups and genotyped for sex using markers of X and Y chromosome genes, *Myog* and *Sry*^22,23^, respectively (Fig. S2a, S2b). As previous reports have shown that cultured astrocytes have differential responses by LPS by sex^24,25^, we tested whether cultured microglial also have differential responses to neuroinflammatory stimulation with LPS. We treated male and female microglial cultures with vehicle (VEH) or LPS (100 ng) for 24 hrs and measured transcript levels of several cytokines such as *Il6* and *Il1b*. Notably, male microglia exhibited higher inflammatory gene expression in response to LPS than female microglia (Fig. S2c).

We next compared the responses of male and female *Cx3cr1*::Cre^ERT2^; *Nr1d1*^fl/fl^ mice and Cre− controls to LPS-induced brain inflammation. Interestingly, eight hours after a 2 mg/kg intraperitoneal (i.p) LPS injection (Fig. S2d), we observed greater induction of *Il6* and *Il1b* transcripts in cerebral cortex tissue from male Cre+ mice, with no exacerbation of LPS-induced neuroinflammation in female microglial REV-ERBα KO mice (Fig. S2e). However, gliosis, determined by the expression of *Gfap* and *Cd68* transcript, tends to already be saturated toward activation (Fig. S2e). Thus, the pro-inflammatory effects of microglial REV-ERBα KO only appear upon immune stimulation and are sex-dependent and restricted to male mice.

### REV-ERBα KO causes abnormal lipid metabolism and induces lipid-droplet accumulation in microglia

We next examined transcriptional changes caused by REV-ERBα deletion in microglia. We cultured control (Cre−) and REV-ERBα KO (Cre+) microglia from CAG::Cre^ERT2^; *Nr1d1*^fl/fl^ pups, treated with 4-hydroxy-tamoxifen (4-OHT) for 2 days, and analyzed them by bulk RNA-sequencing (Fig. 4a). 

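The RNA-seq data came from 6 microglia cultures, 3 Cre− and 3 Cre+, with 1 library per culture. Cre ERT2 is a Cre recombinase fused to an altered ligand-binding domain of the estrogen receptor. It enters the nucleus once 4-OHT is bound and removes the sequence between the loxP sites. The paper gives exons 3 to 5 as the part of Nr1d1 that is lost. All 6 cultures received 4-OHT at 1.5 μM, so the groups differed in Cre and not in the drug. The results section gives a treatment of 2 days, and the methods give 24 h for cultures of this line. The source data of Fig. 7g describe the cultures as male. The Y-chromosome gene Ddx3y was present at 34.7 to 45.5 CPM (counts relative to a library total scaled to 1000000) in the 6 libraries, and Xist had at most 4 counts in any of them. The authors amplified the cDNA from a low input of total RNA, sequenced it as paired-end reads, aligned the reads to the GRCm38 mouse genome with STAR and counted them per Ensembl gene with featureCounts. The values analysed here are these gene counts as deposited, before any normalization or filter. The counts on genes summed to 87545868, 93942161 and 92206799 in Cre− replicates 1, 2 and 3, and to 110909129, 93701215 and 102325162 in Cre+ replicates 1, 2 and 3. The 10 most abundant genes held between 30.2% and 31.8% of the counts of a library. The 356 genes with a ribosomal RNA biotype were removed. The 11429 other genes above 1 CPM in at least 4 libraries were tested with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment over these genes. The TMM factors lay between 0.986 and 1.01. At the common dispersion, the variation between cultures of one group came to a coefficient of 10.0%. Pearson's r between the log2 CPM of 2 libraries, computed across genes, was 0.994 to 0.995 within a group and 0.992 to 0.993 between the groups. Nr1d1, the targeted gene, lies on chromosome 11 of GRCm38 from 98767932 to 98775333. Its TMM-normalized expression was 2.35, 1.20 and 1.64 CPM in the Cre− libraries and 1.00, 0.945 and 1.08 CPM in the Cre+ libraries. The log2 fold change was -0.77 (standard error 0.25, adjusted p = 0.094 from edgeR's quasi-likelihood test), short of the 0.05 threshold. Every Cre+ library lay below every Cre− library, for which an exact 2-sided permutation test gives p = 0.1, the smallest that 3 cultures against 3 allow. Counts per gene include the exons outside the deleted ones, and 269 bases of the Nr1d1 transcript are shared with the overlapping gene Thra on the other strand. Cre− replicate 2 had the lowest Nr1d1 of its group. Without this library, the log2 fold change was -0.98 (adjusted p = 0.041 from edgeR's test), and across the fits that each left out 1 library it ranged from -0.98 to -0.50. The adjusted p-value was 0.0414 to 0.313 over the alternatives.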

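Between Cre+ and Cre− microglia, 579 of the genes tested had an adjusted p-value of at most 0.05 in edgeR's quasi-likelihood test. Of these, 286 were higher and 293 were lower in Cre+ cells. The median size of their log2 fold changes was 0.35. The Cre+ and Cre− libraries did not overlap for 577 of these genes, and for 2740 of all genes tested, or 24.0%, where chance gives 10%. Among the alternatives set before the data were examined, the count moved most as a ratio when a log2 fold change of at least 1 in size was also required, to 35 genes, 11 higher and 24 lower. In number of genes it moved most with unadjusted p-values, to 2196 with limma's voomWithQualityWeights. Without a filter on expression it was 1528. The annotation behind the GO term analysis was not used here, and gene lists written before the data were examined took its place, each tested with camera at a preset correlation of 0.01 and adjusted over the 15 lists. For interferon-gamma, 25 genes of the response list were tested. Their median log2 fold change was 0.01, with 14 genes higher and 11 lower (adjusted p = 0.96 from limma's camera). Gbp3 was higher in Cre+ cells, with a log2 fold change of 0.77 (standard error 0.18, adjusted p = 0.023 from edgeR's test). Fcgr1 was lower, with a log2 fold change of -0.43 (standard error 0.09, adjusted p = 0.011 from edgeR's test). The call of Gbp3 was lost in 5 of the 6 fits that each left out 1 library. The type I interferon-stimulated genes had a median log2 fold change of 0.26, with 22 of the 26 genes tested higher in Cre+ cells (adjusted p = 2.73e-05 from limma's camera). Among them, Oasl2 had a log2 fold change of 0.91 (standard error 0.18, adjusted p = 0.0080 from edgeR's test). For cell activation, 26 genes of an inflammatory activation list were tested, and 17 of them were lower in Cre+ cells. Their median log2 fold change was -0.14 (adjusted p = 0.016 from limma's camera), and the call was lost without Cre− replicate 2 (median -0.10) and without Cre+ replicate 3 (median -0.09). Within this list, Tlr2 fell by 0.41 and Cd86 fell by 0.49 on the log2 scale, whereas Clec7a rose by 0.25, each with an adjusted p-value of at most 0.0016 from edgeR's test. Neither the type I interferon list nor the inflammatory activation list was called by fry or with an estimated correlation between genes. When the 6 libraries were split in the 9 other ways, camera called the type I interferon list in 4 of them and the inflammatory activation list in 2. The smallest adjusted p-value of the type I interferon list in these splits was 3.69e-11 from limma's camera, below that of the real grouping, so the call does not set the real grouping apart.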

Cluster analysis showed a total of 3750 significantly differentially expressed genes (DEG), and ‘cell activation’ and ‘cellular response to interferon-gamma’ were identified by GO term pathway analysis as the top functions that become dysregulated in REV-ERBα KO cells (Fig. 4b). 

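A list of 86 genes of lipid metabolism, written before the data were examined, had 83 genes with enough counts to be tested. In Cre+ microglia, 48 of them were higher and 35 were lower, with a median log2 fold change of 0.03, so the list as a whole did not shift in one direction (adjusted p = 0.96 from limma's camera). Differentially expressed genes were found on both sides, 8 higher and 7 lower. These 15 genes were 18.1% of the list, against 5.07% of all genes tested. The list holds genes drawn in Fig. 4c, among them Apoe and Lpcat2, which the study picked from these same libraries. Part of the higher share may follow from that choice, so it is not independent evidence. The Reactome pathway for the metabolism of lipids and lipoproteins, which is larger, had 321 genes tested, with 16 higher and 14 lower among the differentially expressed genes, or 9.35%. The genes of a pathway vary together, so these shares were not tested. In cholesterol biosynthesis, most genes went in one direction. Of 23 genes tested, 18 were higher in Cre+ cells, with a median log2 fold change of 0.10 (adjusted p = 0.0064 from limma's camera), and in the Reactome pathway of the same name the median was also 0.10 (adjusted p = 0.019). The call was lost without Cre− replicate 1 (median 0.09), by fry and with an estimated correlation between genes. Of the 9 other splits of the libraries, 2 gave a call as well. Their adjusted p-value went down to 0.00165 from limma's camera, below that of the real grouping, so the call does not set the real grouping apart. Sterol-C5-desaturase, Sc5d, had the smallest p-value in this list. Its expression was 83.3 ± 2.64 CPM in Cre− cells and 109 ± 5.92 CPM in Cre+ cells (SD, n = 3 cultures each), a log2 fold change of 0.39 (standard error 0.05, adjusted p = 5.6e-04 from edgeR's test).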

Aside from inflammatory-related pathways, “Lipid metabolic process” also drew our attention, as the lipid regulating functions of REV-ERBα in the periphery are well known^26^. 

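Apoe, Gstm1, Gstp1, Mgst2 and Sgms2 passed the expression filter, and in each of them the 3 Cre+ libraries lay apart from the 3 Cre− libraries. For each gene alone, an exact 2-sided permutation test of 3 cultures against 3 cannot give less than p = 0.1. Apoe (ENSMUSG00000002985), on chromosome 7 of GRCm38 from 19696109 to 19699188, was among the most abundant transcripts. Its expression fell from 14674 ± 987 CPM in Cre− cells to 9824 ± 273 CPM in Cre+ cells (SD, n = 3 cultures each), a log2 fold change of -0.58 (standard error 0.04, adjusted p = 8.2e-07 from edgeR's quasi-likelihood test). Gstm1 (ENSMUSG00000058135), on chromosome 3 from 108012255 to 108017973, fell from 460 ± 18.9 CPM to 386 ± 12.1 CPM, a log2 fold change of -0.25 (standard error 0.04, adjusted p = 0.0031 from edgeR's test). Gstp1 (ENSMUSG00000060803), on chromosome 19 from 4035407 to 4037985, fell from 47.1 ± 2.55 CPM to 39.8 ± 1.22 CPM, a log2 fold change of -0.24 (standard error 0.06, adjusted p = 0.038 from edgeR's test). The adjusted p-value of Gstp1 exceeded 0.05 in 5 of the 6 fits that each left out 1 library. Gstp1 shares 98.2% of 707 aligned bases with Gstp2, and Gstm1 shares 97.9% of 657 bases with the pseudogene Gstm2-ps1, so some reads could have been counted on the copies. Gstp2 had a mean of 1.51 CPM in Cre− cells and Gstm2-ps1 one of 7.38 CPM, far below the genes they resemble. Mgst2 (ENSMUSG00000074604), on chromosome 3 from 51660360 to 51682677, rose from 11.5 ± 0.848 CPM to 17.6 ± 0.559 CPM, a log2 fold change of 0.61 (standard error 0.09, adjusted p = 9.9e-04 from edgeR's test). Sgms2 (ENSMUSG00000050931), on chromosome 3 from 131318985 to 131491411, rose from 8.32 ± 0.487 CPM to 11.2 ± 0.610 CPM. Gsta3 (ENSMUSG00000025934), on chromosome 1 from 21240589 to 21265661, was above 1 CPM in the Cre− libraries only and was left out of the test by the filter. It had 145, 164 and 134 counts in the Cre− libraries and 84, 51 and 77 counts in the Cre+ libraries, or 1.62 ± 0.150 CPM and 0.685 ± 0.122 CPM.

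**Figure D1:**
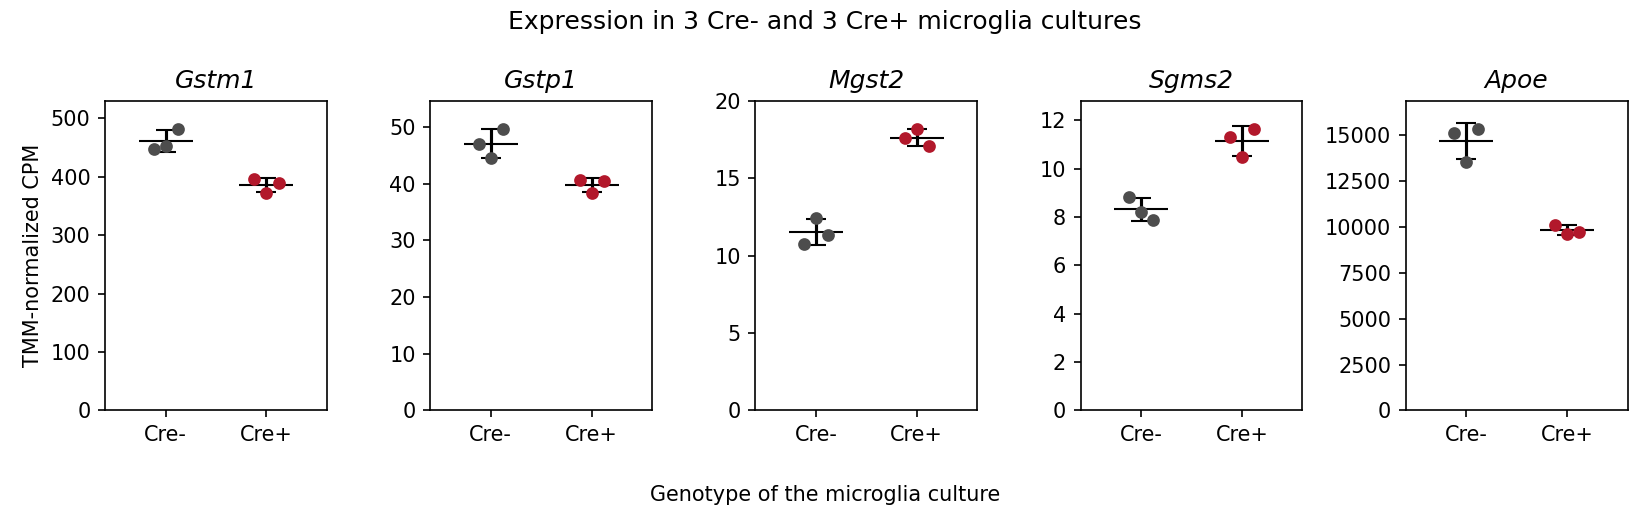
TMM-normalized CPM of Gstm1, Gstp1, Mgst2, Sgms2 and Apoe in the 3 Cre− and 3 Cre+ microglia cultures, on linear axes that start at 0. Points are single cultures, horizontal bars are means and error bars are SDs (n = 3). Apoe lies at 14674 ± 987 CPM in Cre− and 9824 ± 273 CPM in Cre+ cultures, and no gene shows overlap between the groups.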

Numerous lipid metabolic transcripts were either up- or downregulated in Cre+ microglia, including several genes involved with glutathione metabolism (*Gsta3, Gstm1, Gstp1, Mgst2*), sphingomyelin synthesis (*Sgms2*), and lipid transport (*Apoe*) (Fig. 4c).

**Fig. 4:**
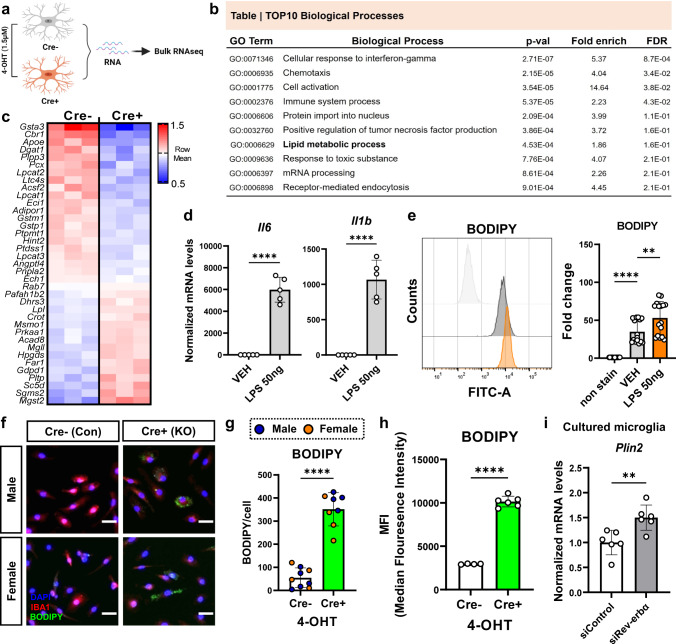
REV-ERBα KO alters lipid metabolism and the expression of lipid-droplet in microglia. **a** Schematic illustrating 4-OHT treated Cre− control and Cre+ REV-ERBα KO (RKO) microglia for bulk RNA-seq. Created with Biorender.com. **b** Selected TOP 10 biological processes identified for DEGs in REV-ERBα KO microglia from bulk RNA-seq. **c** Heat-map representing genes from “Lipid metabolic process” GO term. Red: upregulation; Blue: downregulation. **d** Responses of inflammatory genes including *Il6* and *Il1b* to 50 ng/ml LPS exposure in WT cultured microglia (*n* = 5 biologically independent samples). **e** Lipid-droplet staining using BODIPY 493/503 dye in 50 ng/ml LPS-treated WT cultured microglia by flow cytometry (*n* = 14 examined over four independent experiments). **f** Representative images of BODIPY+ signal in 4-OHT treated male/female Cre− control or Cre+ RKO cultured microglia (green; BODIPY, red; IBA1, blue; DAPI) and **g**, quantified BODIPY+ signals per cell (*n* = 8–9 independent cell cultures). Scale bar, 100 µm. **h** Mean Fluorescence Intensity (MFI) of BODIPY+ cells in 4-OHT-treated Cre− control and Cre+ RKO microglia using flow cytometry (*n* = 4–6 independent cell cultures). **i** Increased Plin2 expression in microglia transfected with control (siControl) or Rev-erbα (siRev-erbα) siRNA (*n* = cells from 6 pups/genotype). **p < 0.01, ***p < 0.005, ****p < 0.001, by two-tailed *T* test or two-way ANOVA with Sidak multiple comparisons test. *P* values > 0.05 are listed. Error bars represent SEM.

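Of the 37 genes drawn in the heat map of Fig. 4c, 36 passed the expression filter. All 36 changed in the direction drawn. The study chose these genes from the same 6 libraries, so their direction was set by that choice and no count over the list is independent evidence. The 20 genes drawn as lower had log2 fold changes from -0.78 to -0.10, and the 16 drawn as higher had log2 fold changes from 0.03 to 0.61. With the adjustment over all genes tested, 22 of the 36 had an adjusted p-value of at most 0.05 in edgeR's quasi-likelihood test, 12 lower and 10 higher in Cre+ cells. Adjusted over the list alone, 35 of the 36 did, the exception being Rab7 (log2 fold change 0.03). Leaving out 1 library at a time gave 14 to 17 genes past the threshold, with 14 without Cre− replicate 3. Among the 36 genes that passed the filter, the largest fall was in the carbonyl reductase Cbr1, from 76.5 ± 1.59 CPM in Cre− cells to 44.5 ± 2.83 CPM in Cre+ cells (SD, n = 3 cultures each). The paper proposes that transcripts of lipid metabolic pathways changed along with the loss of REV-ERBα in microglia.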

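The transcripts that the paper measures as markers of inflammation were also counted in the RNA-seq libraries. Il1b was at 3.38 ± 0.672 CPM in Cre− and 2.37 ± 0.344 CPM in Cre+ microglia (SD, n = 3 cultures each), and the groups overlapped. Its log2 fold change was -0.52 (standard error 0.20, adjusted p = 0.16 from edgeR's quasi-likelihood test). Il6 was below the expression filter, with 22, 17 and 25 counts in the Cre− libraries and 15, 8 and 7 counts in the Cre+ libraries. Its level was lower in Cre+ cells without overlap, at 0.0963 CPM against 0.234 CPM (exact 2-sided permutation test, p = 0.1). Other transcripts near this level were also lower in Cre+ libraries. The median neuron marker lay at 0.206 to 0.319 CPM in Cre− and 0.0586 to 0.128 CPM in Cre+ libraries. Medians of fibroblast and mural and of endothelial markers were lower without overlap too, while those of astrocytes and oligodendrocytes overlapped. The fall of Il6 may therefore not be specific to inflammation. Tnf was at 5.94 ± 0.625 CPM and 6.45 ± 1.56 CPM, a difference within the spread of the cultures (exact 2-sided permutation test, p = 0.8). Aif1, Cd68 and C1qa did not pass the threshold, with log2 fold changes of -0.09, -0.01 and -0.24 and adjusted p-values of 0.86, 0.89 and 0.15 from edgeR's test. Without Cre− replicate 1, C1qa was called lower, with a log2 fold change of -0.33 (adjusted p = 0.044 from edgeR's test, 0.0444 to 0.503 over its alternatives). Its log2 fold change ran from -0.33 to -0.11 over the fits that each left out 1 library. Gfap was at 0.143 CPM in Cre− and 0.221 CPM in Cre+ cells, too low to be tested.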

Altered lipid metabolism and lipid droplet accumulation in inflammatory macrophages and microglia appear to influence cellular function^5,27,28^, and REV-ERBα KO microglia exhibit transcriptional changes consistent with increased inflammation and altered lipid metabolism. For this reason, we next investigated if these two processes could be interrelated. We observed that 24-h treatment of cultured microglia with LPS dramatically increased inflammatory cytokine expression (Fig. 4d) and also caused increased accumulation of lipid droplets (LDs), as assessed using the neutral lipid marker BODIPY 493/503 by flow cytometry (Fig. 4e) with sequential gating strategies (Supplementary Fig. S3a). Accordingly, REV-ERBα KO microglia showed dramatically increased levels of LDs under basal conditions, as quantified by BODIPY staining (Fig. 4f–h) and both male and female REV-ERBα KO microglia showed increased LD accumulation. Moreover, *Plin2*, an LD marker, was also significantly increased in siRev-erbα transfected cultured microglia compared to siControl group (Fig. 4i). 

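With the main filter, the lipid droplet transcripts Plin2 and Plin3 changed little in these libraries. Plin2 was abundant, at 3425 ± 24.0 CPM in Cre− and 3610 ± 117 CPM in Cre+ microglia (SD, n = 3 cultures each). Its groups did not overlap, but the log2 fold change was 0.08 (standard error 0.04, adjusted p = 0.26 from edgeR's quasi-likelihood test). Without a filter on expression the rise of Plin2 was called, with a log2 fold change of 0.15 (adjusted p = 0.041 from edgeR's test, 0.0414 to 0.531 over its alternatives). In that setting other genes also had higher log2 fold changes, Smpd2 0.20 against 0.12 and Sgms2 0.50 against 0.42 with the main filter. The call may therefore come from the scaling of the libraries and is no separate evidence of a rise of Plin2. Plin3 had a log2 fold change of 0.06 (standard error 0.04, adjusted p = 0.51 from edgeR's test), and Plin1, Plin4 and Plin5 were below the expression filter. A list of 26 lipid droplet genes, 17 of them tested, had a median log2 fold change of 0.00 and was not called by limma's camera (adjusted p = 0.96). Within it, Dgat1 fell by 0.49 on the log2 scale (adjusted p = 0.0052 from edgeR's test), whereas Mgll rose by 0.24 (adjusted p = 0.0038) and Soat1 rose by 0.19 (adjusted p = 0.018). The call of Soat1 was lost in 3 of the 6 fits that each left out 1 library. All libraries came from cultures with Y-chromosome transcripts, so no comparison between sexes could be made from them.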

Taken together, these data suggest that REV-ERBα KO in microglia was accompanied by transcriptomic changes in lipid metabolic pathways and LD accumulation, though these were not sex-dependent under basal conditions.

### LDs accumulate in microglia in human AD and aged REV-ERBα KO mice

Perilipins (PLINs) are surface markers of LDs under normal physiological conditions^9^. To assess the involvement of LDs in AD, we analyzed the levels of all five different PLIN family member transcripts (*PLIN1* to 5) using an existing microarray dataset (GSE5281) from human AD brain^29^. Human *Plin2* and *Plin3* were highly expressed in entorhinal cortex (EC) tissue from AD patient samples as compared to controls (Fig. 5a). In the same AD transcriptomics dataset, we observed decreased *Nr1d1* (REV-ERBα) expression in AD patient samples (Fig. 5a), suggesting that diminished REV-ERBα could contribute to abnormal high expression of *PLIN2* (and perhaps increased LDs) in AD brain. Moreover, single nucleus RNA-seq data from the Seattle Alzheimer’s Disease Brain Cell Atlas (SEA-AD) showed enriched levels of PLIN2 in the microglia cluster, particularly among 24 individual clusters based on the cell types in AD brain (Fig. 5b, c). Of note, *Plin2* expression was originally described as a transcript defining the disease-associated microglia (DAM) phenotype in 5xFAD mice^30^ and isolated microglia from tau transgenic mice (PS19) also show *Plin2* as a DEGs compared to WT mice^5,30–32^. Based on these transcriptomic databases, we considered microglia as the primary site of *Plin2* expression in the brain in the setting of AD pathology, illustrating potential relevance to AD pathogenesis.

**Fig. 5:**
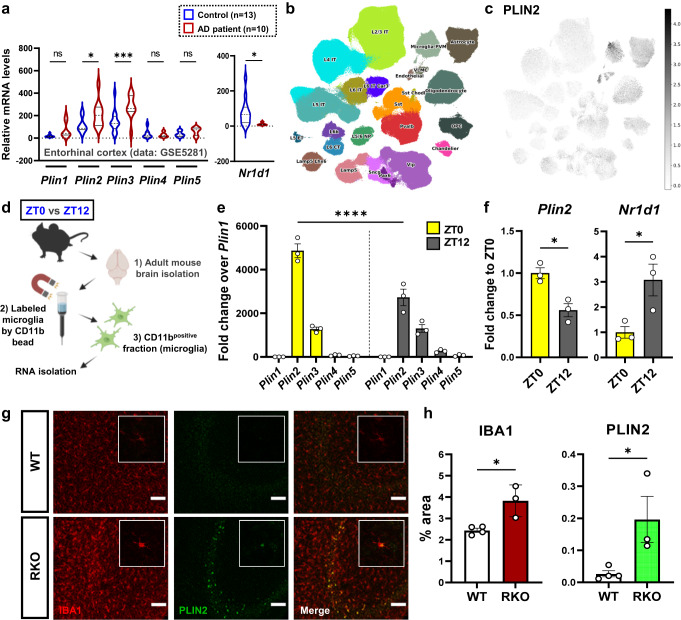
Lipid-droplet marker Plin2 is increased in microglia in human AD patients and aged REV-ERBα KO mice. **a** Transcriptional upregulation of human *PLIN2* and *PLIN3*, but not other PLIN family members, in the entorhinal cortex (EC) of AD patients, is associated with downregulation of REV-ERBα (NR1D1) in the GSE5281 dataset (control, *n* = 13; AD patient, *n* = 10). **b** UMAP of cell clusters from the Seattle AD Cell Atlas with **c** PLIN2 expression in the microglial cluster. **d** Schematic depiction of experimental workflow. Microglia were isolated from whole brain homogenate from WT mice at the two different time points (ZT0/ZT12) using CD11b. Created with Biorender.com. **e** Bar graph of each PLIN isoform and **f** expression pattern of *Plin2* and *Nr1d1* (REV-ERBα) in isolated microglia from adult mice at ZT0 (6 am) and ZT12 (6 pm), based on mean counts-per million (CPM) from RNA-seq and were normalized to *Plin1* expression (*n* = 3). **g** Representative images and **h**, quantification of immunostaining results for microglial PLIN2 (green) and IBA1 (red) in hippocampal CA3 region from WT and global REV-ERBα KO (RKO) mice (*n* = 3–4 mice per group). Scale bar, 500 µm. *p < 0.05, **p < 0.01, ***p < 0.005, ****p < 0.001 by two-way ANOVA with Sidak multiple comparison test, two-tailed *t* test, or one-way ANOVA. *P* values > 0.05 are listed. Error bars represent SEM.

Subsequently, we hypothesized that REV-ERBα levels might influence microglial expression of PLIN2. To address this, we performed microglial isolation using adult mouse brain at lights-on (ZT0) and lights-off (ZT12) (Fig. 5d) and observed that *Plin2* and *Plin3* were the only isoforms expressed in microglia among the five PLIN isotypes (Fig. 5e). Particularly, *Plin2* had an anti-phasic expression pattern at the two-time points as compared to REV-ERBα (*Nr1d1*) (Fig. 5f), suggesting that LDs could be reciprocally regulated by REV-ERBα. To further establish this relationship, we examined microglial PLIN2 protein expression using brain sections from aged WT and germ-line global REV-ERBα KO (RKO) mice. We observed that PLIN2 protein was significantly increased in IBA1-positive microglia of RKO mice brains including the hippocampus, cortex, and thalamus (Fig. 5g, h), suggesting that loss of REV-ERBα induces PLIN2 expression in microglia in vivo.

### Lipid-droplet accumulation impairs microglial tau phagocytosis

AD is associated with dysfunction of lipid homeostasis in the brain, including LD accumulation in glia, and lipid metabolism is thought to be a critical driver of AD pathology^5^. Although emerging evidence supports the importance of regulating LDs in AD pathology, the exact effect of LDs on microglial responses to tau is unknown. To address this, we used oleic acid (OA), an abundant monounsaturated fatty acid, to induce the accumulation of LDs in cultured microglia (LDAM) and measured microglia-mediated-internalization of exogenous tau aggregates. We observed that OA treatment (1 μM) induced BODIPY+ LDs (Fig. 6a) and *Plin2* transcript as well as the inflammatory markers such as *Il6* and *Il1b* in cultured microglia dose-dependently (Fig. 6b). Moreover, pharmacological inhibitors of LD formation, A922500 (20 μM) and PF-04620110 (5 μM), which both block diacylglycerol acyltransferase 1 (DGAT1) from catalyzing the final committed step in the biosynthesis of triglycerides, efficiently reduced OA-induced LD formation in microglia (Fig. 6c).

**Fig. 6:**
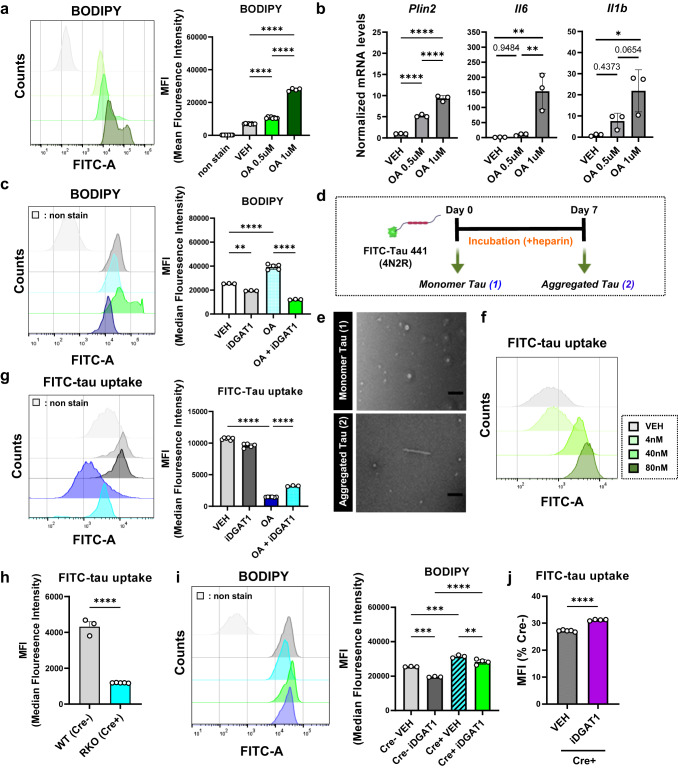
Lipid accumulation contributes to impaired tau uptake in REV-ERBα KO microglia. **a** Dose-dependent increase in BODIPY+ LDs after oleic acid (OA, 1 μM) treatment in cultured microglia (*n* = 4–9 independent cell cultures). **b** Dose-dependent increase in pro-inflammatory cytokine (*Il6* and *Il1b*) and *Plin2* gene expression in cultured microglia after OA treatment (*n* = 3 independent cell cultures). All transcript levels are normalized to DMSO-treated cells (VEH). **c** Pharmacological inhibitors of LD formation (iDGAT1; 10 μM A922500 and 5 μM PF-04620110) block increases in BODIPY signal in OA-treated cultured microglia by flow cytometry (*n* = 3–6 independent cell cultures). **d** Strategy for generating FITC-tau aggregates. Monomeric form, sample (1), is incubated for 7 days with heparin (10 mM) on 37 °C shaking incubator for sample (2) and centrifugation, to isolate pure aggregate. Created with Biorender.com. **e** Electron micrograph comparing the structure of monomeric and fibril forms of FITC-Tau. Scale bar: 100 nm. **f** Validation of optimal concentration of FITC-tau aggregates for uptake assays based on dose-response curve (4 nM, 40 nM, and 80 nM) in cultured microglia using flow cytometry. **g** Inhibition of FITC-tau uptake by OA is partially rescued by inhibitors of LDs formation (*n* = 3–6 independent cell cultures). **h** REV-ERBα KO (Cre+) microglia show decreased FITC-tau uptake compared to Cre− controls after 2 hours incubation. **i** iDGAT1 inhibitors only partially prevent LDs accumulation (BODIPY+ signal) in Cre− control and in REV-ERBα KO microglia. **j** iDGAT1 inhibitors partially rescue FITC-tau uptake in Cre+ REV-ERBα KO microglia. Data presented as % of untreated Cre− cell FITC-tau uptake. *p < 0.05, **p < 0.01, ***p < 0.005, ****p < 0.001 by one-way ANOVA or two-way ANOVA with Sidak test or two-tailed *T* test. *P* values > 0.05 are listed. Error bars represent SEM.

We next modified^33^ and validated an in vitro tau uptake assay for measuring microglial tau internalization. FITC-labeled tau aggregates were generated by incubating human monomeric FITC-tau with 8 μM heparin for 7 days at 37 °C with shaking (Fig. 6d). We further checked aggregate morphology by electron microscopy (EM) and observed a ~200 nm filamentous form of tau after fibrilization, while monomeric tau samples were shorter than 100 nm with round shapes (Fig. 6e). To validate the effective concentration of FITC-tau aggregates for uptake assay, we performed dose-response tests using fluorescence-activated cell sorting (FACS) and determined 40 nM concentration as an optimal condition (Fig. 6f). Using this system, we measured the tau phagocytosis in OA-treated microglia with or without DGAT1 inhibitors (iDGAT1, which block LD formation) to verify the effect of LDs on microglia-mediated tau internalization. Although iDGAT1 alone had almost no effect on tau uptake, OA severely reduced internalization of FITC-tau aggregate, an effect that was partially rescued by treatment of iDGAT1 (Fig. 6g). Interestingly, treatment of microglia with LPS, which induces inflammation (Fig. 4d) and LD formation (Fig. 4e), also suppressed microglial tau uptake (Fig. S3b) and was partially recovered by iDGAT1 (Fig. S3c, S3d) with downregulation of LDs in a similar manner as OA. These results suggest that inflammation and lipid accumulation in microglia can inhibit tau uptake, and this effect is partially dependent on LD formation.

We next examined tau phagocytosis in control and REV-ERBα KO microglia cultures. Notably, REV-ERBα KO microglia had markedly decreased FITC-tau uptake under basal conditions (Fig. 6h). We observed that iDGAT1 partially reduced BODIPY+ LDs (Fig. 6i), and caused a small but statistically-significant recovery in tau phagocytosis of REV-ERBα KO microglia (Cre+) (Fig. 6j). These data suggest that microglial REV-ERBα deletion may exacerbate tauopathy in part via impairing microglial clearance of tau aggregate, and that lipid accumulation and LDs may contribute to this.

### Altered sphingolipid metabolism is a conserved feature of microglia following tau exposure or REV-ERBα deletion

To further understand the relationship between tau pathology, microglial lipid homeostasis, and microglial tau clearance, we developed a protocol for the preparation of Tau-enriched brain extract (TBE) from aged (18 month) P301S PS19 tau mutant mouse brain (Fig. S4a). We confirmed the presence of both total human tau (hTau) and phospho-tau (pTau) in TBE, but not in similar extracts from WT brains (Fig. S4b) and quantified the concentration of pTau in TBE by ELISA (Fig. S4c). Next, we performed mass spectrometric proteomic analysis to verify how much tau protein is contained in TBE, and what other proteins are present. We observed that ‘Microtubule-associated protein tau’ was 51st hit with 57% of sequence coverage among total 2922 identified proteins (Fig. S4d–S4f).

To determine whether TBE triggers LD formation in microglia, we performed BODIPY dye staining after treatment with TBE in cultured microglia, and found that TBE efficiently increased BODIPY^+^ LD expression (Fig. S5a) and *Plin2* transcript dose-dependently (Fig. S5b), along with large increases in pro-inflammatory cytokine transcripts including *Il6* and *Il1b* (Fig. S5b). Moreover, iDGAT1 prevented LD accumulation (Fig. S5c) and PLIN2 expression (Fig. S5d, S5e) evoked by TBE in microglia. Finally, TBE treatment reduced microglial-mediated tau internalization in a dose-dependent manner (Fig. S5f), showing that TBE induces a phenotype similar to that seen with microglial REV-ERBα KO.

To explore which lipid species were altered by TBE treatment in microglia, we performed lipidomic analysis using vehicle (VEH) or TBE-treated microglial lysate. Interestingly, ‘sphingolipids’ was identified as the most increased lipid class (45%) from among 457 classified lipids in microglia (Fig. 7a). 35% ‘glycerophospholipids’, 15% ‘glycerolipids’, and 5% ‘organonitrogen compounds’ were also included in TOP 20 analysis (Fig. 7a) and individual information of each class were presented in Fig. 7b. Specifically, palmitoyl-sphingomyelin (pSM) features were dominantly induced by 5–8-fold in TBE-treated microglia as compared to control cells (Fig. 7c). The observed MS1/MS2 spectrum supported pSM signature in TBE-treated microglia (Fig. 7d, e). We observed that acute treatment of microglia with pSM also led to abnormal lipid accumulation (Fig. 7f). Since higher levels of ‘sphingomyelins (SMs)’ species such as SM d18:1/22:1 and d18:1/26:1 have been described in the prefrontal and entorhinal cortices of AD patients^34^, our observation supports and highlights the possible importance of modulating abnormal levels of SM in microglia to preserve microglial phagocytic activity.

**Fig. 7:**
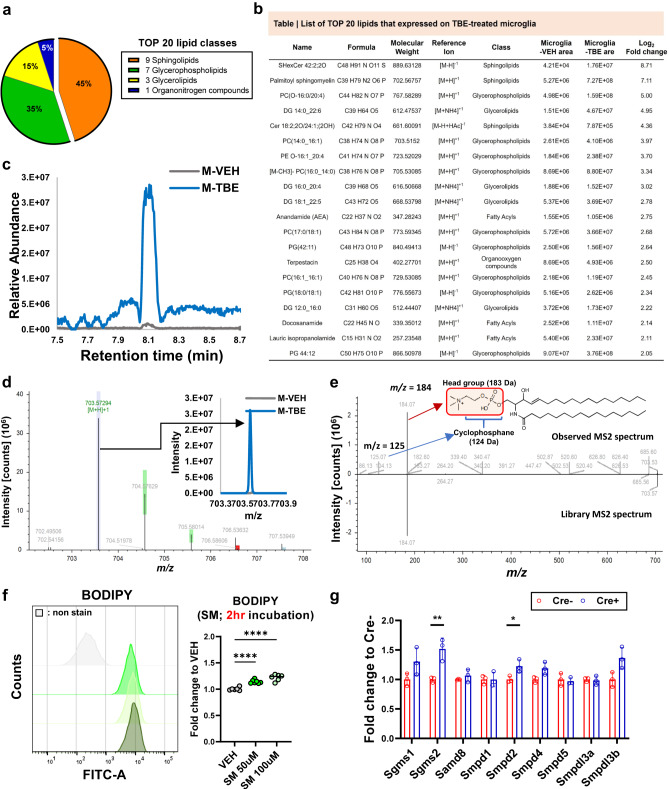
Sphingomyelin is ranked as the dominant lipid feature in TBE-treated microglia and sphingomyelin metabolism is altered in REV-ERBα KO. **a** Pie chart showing that TOP 20 lipid classes which are the most upregulated in TBE-treated microglia compared to VEH-treated controls. **b** Top 20 differentially expressed lipids in TBE-treated microglia based on Log_2_ fold change. **c** The extracted chromatogram of phosphatidyl sphingomyelin (pSM) (m/z = 703.5729, [M+H]+) compared between VEH− and TBE-treated microglia **d** Observed MS1 spectrum of pSM. **e** Observed MS2 spectrum of pSM. Signature fragmentation of the head group (183 + H) at m/z = 184 and cyclophosphane (124 + H) at m/z = 125 was indicated with red and blue arrow, respectively. **f** BODIPY+ signals are accumulated in microglia by pSM treatment in a dose-dependent manner (*n* = 6–7 independent cell cultures). **g** Upregulating sphingomyelin metabolic process in REV-ERBα KO microglia (*n* = 3). *p < 0.05, **p < 0.01, ****p < 0.001 by one-way ANOVA or two-way ANOVA with Sidak test. *P* values > 0.05 are listed. Error bars represent SEM.

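Sgms1, Samd8, Smpd1, Smpd4, Smpd5, Smpdl3a and Smpdl3b are among the sphingomyelin-related enzymes that the paper surveys in Fig. 7g. They were measured in the 6 libraries of Fig. 4, as CPM on library totals relative to the mean of the Cre− cultures. Smpdl3a was the most abundant of the enzymes surveyed, with a mean of 238 TMM-normalized CPM in Cre− cells. It was lower in Cre+ cells, at 0.878 ± 0.00712 of the Cre− mean (SD, n = 3 cultures), where the Cre− cultures varied by an SD of 0.00883. Its log2 fold change was -0.20 (standard error 0.04, adjusted p = 0.012 from edgeR's quasi-likelihood test), and it stayed between -0.21 and -0.18 when 1 library was left out at a time. Without Cre− replicate 3, where it was -0.18, it fell short of the threshold, as it did without a filter on expression. Its adjusted p-value was 2.06e-04 to 0.365 over its alternatives. Samd8 was at 0.948 ± 0.0172 without overlap, although 29 other genes hold a stretch of at least 100 bases with 95% identity to it. Sgms1 was at 1.15 ± 0.109, Smpd1 at 0.890 ± 0.0759, Smpd4 at 1.06 ± 0.00712, Smpd5 at 0.867 ± 0.0421 and Smpdl3b at 1.22 ± 0.132, and for each of these the groups overlapped. None of the 6 enzymes other than Smpdl3a had an adjusted p-value of at most 0.05 in edgeR's test with the main filter. Without a filter on expression Sgms1 was called higher, with a log2 fold change of 0.28 (adjusted p = 0.0087 from edgeR's test, 0.0087 to 0.525 over its alternatives). In that setting Smpd2 and Sgms2 also had higher log2 fold changes, 0.20 against 0.12 and 0.50 against 0.42 with the main filter. The call of Sgms1 may therefore come from the scaling of the libraries. In the Reactome pathway of sphingolipid metabolism, 24 of the 48 genes tested were higher and 24 lower in Cre+ cells, with 4 and 1 past the threshold.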

To better understand whether metabolic changes in REV-ERBα KO microglia could be related to abnormal sphingomyelin metabolism, we surveyed the expression levels of sphingomyelin-related enzymes from our RNA-seq data from Fig. 4. 

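Sgms2 was at 1.35 ± 0.0682 of the Cre− mean in the Cre+ cultures (CPM on library totals, SD, n = 3 cultures), and every Cre+ culture lay above every Cre− culture. An exact 2-sided permutation test gives p = 0.1, the smallest possible with 3 against 3. In edgeR's quasi-likelihood test the log2 fold change of Sgms2 was 0.42 (standard error 0.11, adjusted p = 0.034). Across the fits that each left out 1 library it stayed between 0.38 and 0.47, with an adjusted p-value above 0.05 in 5 of the 6. Smpd2 (ENSMUSG00000019822), on chromosome 10 of GRCm38 from 41485642 to 41490369, was at 1.09 ± 0.0200 of the Cre− mean in the Cre+ cultures, where the Cre− cultures varied by an SD of 0.0923. Cre− replicate 1, at 1.11, lay above all 3 Cre+ cultures (exact 2-sided permutation test, p = 0.4). The log2 fold change of Smpd2 was 0.12 (standard error 0.07, adjusted p = 0.44 from edgeR's test), and the adjusted p-value was 0.23 to 0.70 over the alternatives set before the data were examined. Leaving out 1 library at a time gave log2 fold changes from 0.08 to 0.18, the highest without Cre− replicate 1.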

REV-ERBα KO microglia (Cre+) had significant induction of sphingomyelin synthase 2 (*Sgms2*) and sphingomyelin phosphodiesterase 2 (*Smpd2*), suggesting that metabolism of sphingomyelin in microglia was altered by REV-ERBα KO, and that REV-ERBα KO microglia may have similar lipid metabolic changes as TBE-treated microglia (Fig. 7g).

### REV-ERBα deletion amplifies TBE-induced microglial LD accumulation in a sex-dependent manner

As we observed sex-dependent effects of microglial REV-ERBα deletion on tauopathy in PS19 mice (Figs. 2, 3), we hypothesized that the effects of microglial REV-ERBα KO on LD accumulation and microglial tau phagocytosis might vary in a sex-dependent manner in the presence of tau. To test this possibility, we treated male and female REV-ERBα KO microglia (Cre+) and Cre− control cells with TBE and measured LD levels by microscopy and flow cytometry. Unlike the non-TBE-treated condition (Fig. 4), REV-ERBα KO amplified TBE-dependent LD accumulation only in male microglia, but not in female microglia (Fig. S6a–S6c). We next examined tau uptake in REV-ERBα KO (Cre+) and Cre− control male microglia treated TBE with or without LD blocker, iDGAT1. In both Cre− and Cre+ cells, TBE strongly suppressed tau uptake to a similar degree, and tau uptake was not rescued by iDGAT1 treatment (Fig. S6d). These finding suggest that microglial REV-ERBα modulates TBE-induced LD formation in a sex-dependent manner, but that the effect of TBE on tau uptake is not impacted by REV-ERBα or DGAT1. We suspect that microglial REV-ERBα could help enhance tau phagocytosis early in disease progression based on the results in Fig. 4, but this pathway is likely unable to restore tau phagocytosis in the setting of severe tau pathology later in disease. Overall, we conclude that REV-ERBα KO inhibits tau uptake in microglia via a mechanism that relies in part on LD accumulation and can be partially recovered by LD blockers. However, TBE causes microglial dysfunction and impaired tau internalization through other pathways which cannot be overcome with LD blockade.

In summary, our current work shows that REV-ERBα deletion causes altered lipid metabolism and inflammatory signaling in microglia, leading to abnormal accumulation of LDs, impaired microglial phagocytic clearance of tau, increased microglial inflammatory responses, and ultimately exacerbated tau pathology in vivo (Fig. 8). These effects are sex-dependent and most prominent in male mice.

**Fig. 8:**
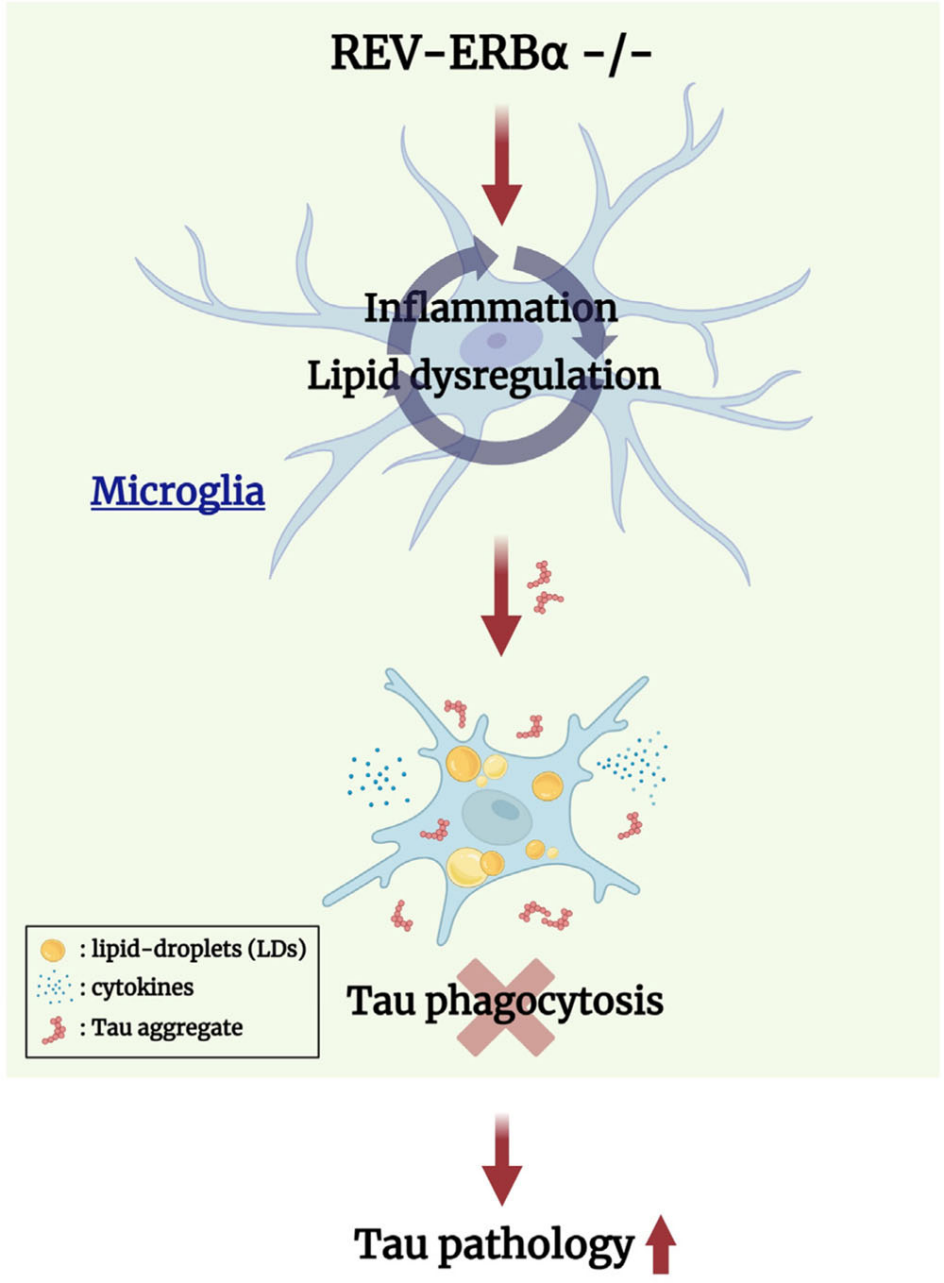
Hypothetical mechanism of REV-ERBα on microglia-mediated internalization of tau aggregatse through control of lipid-droplet expression and its effect on tauopathy in male PS19 mice. Microglial REV-ERBα KO leads to LD accumulation and inflammation in microglia and causes dampened microglia tau phagocytosis. Tauopathy is more severe in microglial REV-ERBα KO; PS19 mice than in control PS19 mice, particularly in male mice. Created with Biorender.com.

## Discussion

Tau aggregation in the form of neurofibrillary tangles is a well-known pathological hallmark of AD and is emerging as a popular therapeutic target^21^. Although tau is predominantly expressed in neurons, aggregated forms can be removed by glia such as astrocytes and microglia to prevent its accumulation in the brain. Recently, lipid-droplet accumulating microglia (LDAM) have emerged as a new microglia subpopulation in neurodegenerative diseases including AD^5^ and Parkinson’s disease (PD)^35,36^. However, it is not well known how LDAM affect tauopathy. Here, we have presented data showing that the circadian nuclear receptor REV-ERBα can regulate lipid metabolism in microglia and tau deposition in the brain in mice. We provide evidence that microglial REV-ERBα regulates inflammatory tone and lipid metabolism to affect microglial phagocytic clearance of tau and suggest that this regulatory mechanism may affect tau pathology specifically in male PS19 mice. Moreover, we observed tau-enriched brain extract induces both inflammatory signaling and lipid metabolic changes in microglia, characterized by sphingolipid accumulation, that can impair tau phagocytosis. Interestingly, REV-ERBα KO microglia may also have dysfunction of sphingomyelin metabolism, indicating a possible common mechanism linking sphingomyelin accumulation to impaired tau phagocytosis. These results suggest that modulating microglial lipid homeostasis and lipid droplet formation, perhaps through manipulation of REV-ERBα, could be a therapeutic strategy for AD and other tauopathies.

Several studies have reported abnormal lipid accumulation and enrichment of LDs in microglia during aging and in neurodegenerative diseases including AD^5,6,37^. However, how abnormal LDs in microglia influence AD pathology remains unclear. We observed that REV-ERBα KO shifts microglia toward an LDAM-like phenotype with extensive LD accumulation (Fig. 4f–h), altered lipid metabolic gene expression (Fig. 4b), impaired tau uptake (Fig. 6i), and ultimately more severe tau pathology in vivo, particularly in male mice (Figs. 2, 3). Since LPS-stimulated inflammatory microglia also show LD accumulation and defective internalization of tau with LD accumulation (Fig. S3 and Fig. 4e), we suspect that microglial REV-ERBα KO exacerbates tau both by increasing inflammation, and by altering lipid homeostasis, and that these processes interact. 

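A list of 25 genes of disease-associated microglia, 23 of them tested, held differentially expressed genes in both directions, 5 higher and 4 lower in Cre+ microglia. Its median log2 fold change was -0.01 (adjusted p = 0.30 from limma's camera). Among its members, Lyz2 fell by 0.33 on the log2 scale (adjusted p = 8.95e-06 from edgeR's quasi-likelihood test) and Axl fell by 0.24 (adjusted p = 0.0095), whereas Clec7a, which this list shares with the inflammatory activation list, rose. Lyz2 alone held 62365 ± 2245 CPM in Cre− cells and 49513 ± 341 CPM in Cre+ cells (SD, n = 3 cultures each). Of 18 homeostatic microglia genes, 12 were tested, with a median log2 fold change of -0.01 (adjusted p = 0.74 from limma's camera). Selplg and Olfml3 were lower in Cre+ cells, with log2 fold changes of -0.22 and -0.29, and lost their calls in 3 and 5 of the 6 fits that each left out 1 library. Cx3cr1 went the other way, with a log2 fold change of 0.44 (standard error 0.15, adjusted p = 0.11 from edgeR's test). It passed the threshold without a filter on expression and without Cre− replicate 2 (log2 fold change 0.65), with adjusted p-values of 4.3e-04 to 0.327 over its alternatives. Without a filter other genes also had higher log2 fold changes, such as Smpd2 with 0.20 against 0.12. That call may therefore come from the scaling of the libraries. The log2 fold change of Cx3cr1 ran from 0.28 to 0.65 over the fits that each left out 1 library.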

Our RNA-seq data show cell activation and lipid metabolism as top dysregulated processes in REV-ERBα KO microglia, supporting this hypothesis. In WT microglia, lipid exposure (OA) alone promoted LDs, increased the expression of inflammatory cytokines, and abrogated microglial tau phagocytic function (Fig. 6), showing that the relationship between LDs, inflammation, and tau uptake in microglia is tight and that these processes may have synergic effects. Microglial tau uptake is deficient in REV-ERBα KO microglia and only partially rescued by blockage of LD formation, suggesting that other pathways, such as inflammation, may also contribute. Thus, to improve the defects of microglial tau uptake in REV-ERBα KO microglia on tau uptake, LD-mediated inflammatory responses should be highlighted in future studies.

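The differentially expressed lipid genes of Fig. 4c fell into several pathways. In phospholipid remodelling, the acyltransferases Lpcat1, Lpcat2 and Lpcat3 were lower in Cre+ microglia, with log2 fold changes of -0.37, -0.42 and -0.22. The phosphatase Plpp3 was lower by -0.47 on the same scale. In eicosanoid synthesis, Ltc4s was lower (log2 fold change -0.41) and Hpgds was higher (0.24). Lipoprotein lipase, Lpl, rose from 3844 ± 65.3 CPM to 4283 ± 18.2 CPM (SD, n = 3 cultures each), a log2 fold change of 0.16. In sterol synthesis, Msmo1 was higher (log2 fold change 0.20). In ether lipid synthesis and turnover, Far1 and Gdpd1 were higher, with log2 fold changes of 0.26 and 0.28. Each had an adjusted p-value of at most 0.036 in edgeR's quasi-likelihood test. When 1 library was left out at a time, the calls of Lpcat2, Plpp3 and Hpgds held in all 6 fits, Lpl and Msmo1 lost theirs in 1 fit, Ltc4s, Far1 and Gdpd1 in 2 fits, Lpcat1 in 4 fits and Lpcat3 in 5 fits. Of the enzymes of fatty acid oxidation drawn in Fig. 4c, Eci1 was lower (log2 fold change -0.31, adjusted p = 0.028 from edgeR's test), a call lost in 5 of the 6 fits. Ech1 (log2 fold change -0.10), Acad8 (0.22) and Crot (0.16) did not pass the threshold.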

Our RNA-seq data show that REV-ERBα KO microglia have multiple dysregulated lipid metabolic pathways. However, the exact molecular mechanism by which REV-ERBα KO causes LD accumulation is still unknown. We observed that isolated microglia specifically express *Plin2* in a time-of-day dependent manner which is reciprocal with REV-ERBα (Fig. 5e, f), and ChIP-seq data from the brain of HFD (high-fat diet fed) mice shows direct binding of REV-ERBα on an RRE site in the *Plin2* promoter region, a known consensus sequence for REV-ERBα binding for transcriptional repression^38^. In the absence of REV-ERBα, microglial *Plin2* transcript is significantly increased (Fig. 4i). These findings suggest that REV-ERBα could directly regulate *Plin2* expression to influence LD formation. However, our data show that under basal conditions in culture, *Plin2* knockdown does not prevent LD formation in microglia (Fig. S7). Thus, it is unclear if changes in *Plin2* in REV-ERBα cells are a major cause or effect of changes in LD content, particularly in vivo and under pathological conditions. Moreover, the role of *Plin2* in LD formation is also not clear. Further investigation is needed to determine which genes drive LD formation in REV-ERBα KO microglia, as these could be targeted to overcome abnormal LD expression under pathological conditions.

Although sphingolipids are thought to be biologically relevant biomarkers of AD^39^, they have not yet been investigated in microglia, one of the major cell types that accumulates LDs in disease. In our studies, we provide lipidomic analysis showing that sphingomyelin (SM), particularly palmitoyl-sphingomyelin (pSM), prominently accumulates in tau-brain extract (TBE)-treated microglia and suggest it as a possible therapeutic target for AD according to its abundance after tau treatment. Since TBE also induces LDs, inflammation, and impairs tau phagocytic activity in microglia (Fig. S5), SM metabolism should be investigated further in future studies as a possible mediator of microglial dysfunction and tau pathogenesis in AD. Notably, REV-ERBα KO microglia also show transcriptional changes consistent with abnormal sphingomyelin metabolism, as well as these other features, indicating that SM may be a common link, and that the effects and mechanisms of SM in microglia in AD should be studied further.

The therapeutic implications of our findings are very different depending on the phase of AD. According to our observations, blocking LD accumulation partially recovers microglial tau uptake activity in the setting of OA treatment or REV-ERBα KO, but not in TBE-treated conditions (Fig. S6d). This suggests that lipid modulation therapy might not be effective later in the disease course when there is extensive tau pathology present, and should be considered at the early stage of AD. In addition to lipid metabolism, energy metabolism including glycolysis, glucose, and oxidative stress also sensitively respond to tau oligomer treatment in microglia^40^, suggesting that combination therapy targeting multiple aspects of microglial metabolic function may be needed for late phase of AD. Likewise, our RNA-seq data shows that REV-ERBα KO in microglia impacts diverse metabolic changes such as chemotaxis, cell activation, RNA processing, and receptor-mediated endocytosis. These suggest that additional studies are needed to understand the mechanisms by which REV-ERBα affects microglial tau uptake. For example, heparan sulfate proteoglycans (HSPGs) are involved in tau phagocytosis^41^, and a previous report shows that circadian HSPG expression mediates rhythmic phagocytosis of amyloid-β (Aβ)^42^, though this has not been shown for tau. 

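Of 37 chemokines, chemokine receptors and related genes in a chemotaxis list written before the data were examined, 23 were tested, and 15 of them were higher in Cre+ microglia. The median log2 fold change was 0.20 (adjusted p = 9.5e-04 from limma's camera), but it was 0.13 without Cre− replicate 1. The list was not called by fry or with an estimated correlation between genes, and camera called it in 2 of the 9 other splits of the libraries. Ccl3 rose from 21.0 ± 2.73 CPM to 39.5 ± 1.80 CPM (SD, n = 3 cultures each), a log2 fold change of 0.91 (standard error 0.09, adjusted p = 1.4e-05 from edgeR's quasi-likelihood test). Ccl9 and Ccl6 had log2 fold changes of 0.91 and 0.75. In the list, 7 genes were called higher and 3 were called lower. The Reactome pathway of chemokines held 2 genes called higher and 3 called lower. In a list of 36 genes of receptor-mediated endocytosis, 34 were tested, with a median log2 fold change of -0.03 (adjusted p = 0.39 from limma's camera). Cav1 fell by 0.64 on the log2 scale (adjusted p = 3.9e-05 from edgeR's test), and Mrc1 rose by 0.47 (adjusted p = 6.7e-04). No list of RNA processing genes was tested.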

Neuronal uptake of tau aggregates requires HSPG-mediated micropinocytosis, so perhaps this mechanism applies in microglia as well and could be under control of REV-ERBα^43^. TREM2-dependent LD biogenesis through PLCγ2^44^ could be another candidate mechanism by which REV-ERBα could influence tau uptake in microglia.

Our findings show that REV-ERBα KO exacerbates TBE-induced LD accumulation only in male microglia and exacerbates tau pathology in two in vivo models only in males, suggesting that the sex-specific effects of REV-ERBα on microglial metabolism go beyond inflammatory signaling. Recent transcriptomic and proteomic studies have shown that male and female microglia have differential gene expression profiles at the baseline and respond differently to inflammatory stimuli^16^. Female microglia have anti-inflammatory characteristics and can mitigate local injury when transplanted into male mice, but male microglia cannot^16^. Proteomic analyses show that male microglia express significantly more Toll-like receptor (TLR) pathway-related proteins than females, whereas Interferon regulatory factor 3 (Irf3) is highly enriched in female microglia, indicating that both microglia might respond differently to the same stimuli^15^. These observations provide insight into why REV-ERBα KO in microglia amplifies this sex-dependent inflammatory dichotomy between male and female microglia, exacerbating tau- (TBE) and LPS-mediated inflammatory responses, tau-mediated LD formation, and tau pathology in male mice only, both in vitro and in vivo. In addition, previous studies have shown circadian regulation of IRF target genes and proteins, providing another possible mechanism by which REV-ERBα could exert sex-specific effects in microglia^45,46^. However, further work is needed to understand sex-specific pathways in microglia in general, and their regulation by REV-ERBα and other clock proteins.

Our previous work demonstrated that germ-line global REV-ERBα KO mice developed spontaneous microglial and astrocyte activation and inflammation^4^. However, in this study, we did not observe severe spontaneous neuroinflammation in our microglia-specific, post-natal REV-ERBα KO mice, and only found slight astrocyte activation (Fig. 1). Thus, the more severe inflammatory phenotype observed in germ-line global KO mice must be the result of deletion of REV-ERBα in multiple cell types/tissues simultaneously, or a developmental effect. Certainly, REV-ERBα exerts effects in peripheral organs that could impact brain inflammation, and global deletion could also potentially cause neuronal injury which primes glial inflammatory responses. Moreover, global germ-line deletion of REV-ERBα KO also mitigated amyloid pathology in 5xFAD mice and enhanced microglial phagocytosis of Aβ^4^. It is unclear if these disparate results between Aβ and tau models suggest that REV-ERBα KO regulates pathology-specific responses, or if these differences are due to the use of global germ-line deletion versus inducible microglia-specific knockout. Specific molecules mediating microglial uptake of Aβ and tau are different^43^, so it remains possible that REV-ERBα regulates Aβ-specific phagocytic machinery in one direction and tau-specific pathways in the other. Further studies in inducible global KO mice, as well as other cell and tissue-specific KO lines, will be needed to exclude a developmental effect, or to dissect a complex multicellular response. This is an important issue, as REV-ERBα-targeted pharmaceuticals are being developed and could have complex effects. Moreover, since REV-ERBα is a highly circadian protein in most tissues including brain, elucidating its full effects across the cell types is critical for understanding how circadian disruption may mediate disease through the alteration of REV-ERBα rhythms.

Our study has several additional limitations. We were not able to examine behavioral changes related to the pathological changes seen in our mice. The effects of microglial REV-ERBα deletion on neuronal function, in terms of synaptic plasticity and electrophysiology, were also not examined, and remain unknown. However, the increased tau aggregation and neuronal loss in CA1 that we have shown are indicative of neuronal damage and are associated closely with neuronal dysfunction and cognitive impairment in mice and humans^19^. The specific molecular underpinnings of the sex differences observed are also not yet understood, though the same can be said for sex differences in AD in general.

In summary, our findings provide insights into the regulation of LD formation in microglia, implicating REV-ERBα as a regulator of this process. We demonstrate the impact of microglial REV-ERBα and LDs formation in general on tau metabolism and pathology, revealing an interaction between REV-ERBα, lipid homeostasis, microglial function, and tauopathy. These findings illustrate the importance of modulating REV-ERBα activity as a potential therapeutic target for AD, as well as a means of reducing disease-related microglia dysfunction across neurodegenerative conditions.

## Methods

### Mice

All mouse experiments were performed according to protocols approved by the Washington University IACUC (Institutional Animal Care and Use Committee, Office of Laboratory Animal Welfare Assurance: D1600245, USDA Registration #43-R-008) and under the supervision of the Department of Comparative Medicine. REV-ERBα global knockout (RKO), 5XFAD, CAG::Cre^ERT2+^, CX3CR1::Cre^ERT2+^, and MAPT P301S mice with C57/Bl6J background were obtained from The Jackson Laboratory. REV-ERBα floxed mice were kindly provided by Dr. Lazar (University of Pennsylvania, Philadelphia, USA)^47^. All mice were housed under 12:12 hr light-dark cycle and free access to water and food. CX3CR1::Cre^ERT2+^; *Nr1d1*^fl/fl^ mice were given tamoxifen (Sigma, 2 mg/day for 5 days) by oral gavage at 2 months of age to induce REV-ERBα deletion. Unneeded mice were sacrificed by CO_2_ euthanasia according to the approved protocol of Washington University IACUC.

### Immunohistochemistry

Mice were deeply anesthetized by i.p injection with Fatal Plus pentobarbital and subjected to thoracotomy and transcardiac perfusion with cold dPBS containing 0.3% heparin. Brain tissue was then either dissected and flash-frozen or drop-fixed in 4% paraformaldehyde solution for 24 hours. Fixed hemispheres were then incubated with 30% sucrose for at least 36 hours at 4 °C and then 40 µm thickness frozen sections were prepared on a Leica sliding microtome. All sections were stored in cryoprotectant solution at −20 °C prior to use.

For X34 plaque staining, sections were permeabilized with 0.25% Triton X-100 (PBSX) for 30 min at room temperature (RT) and then incubated with X34 solution (Sigma-Aldrich) which was diluted 1:1000 in staining buffer at RT. After 20 min, sections were washed twice with X34 wash buffer for 2 min, and then washed three times with PBS for 5 min.

For fluorescence staining, sections were blocked and permeabilized with 3% donkey serum in 0.4% Triton X-100 (PBSX) and stained with the following antibodies: mouse anti-NeuN (Sigma-Aldrich, MAB377, 1:200), mouse anti-GFAP (Novus, 5C10, 1:2000), rabbit anti-IBA1 (Wako, 019-19741, 1:1000), rat anti-CD68 (Bio-rad, MCA1957, 1:500), guinea pig anti-Plin2 (Fitzgerald, 20R-AP002, 1:200). Sections were incubated with primary antibodies in 0.4% Triton X-100 (PBSX) containing 1% donkey serum at 4 °C overnight. Sections were then washed three times with PBS and incubated with secondary antibodies which were diluted 1 to 400 in 0.25% Triton X-100 (PBSX) for 1 h at RT. Sections were washed three times with PBS and mounted on slides with Prolong Gold.

### AT8 staining

Brain sections were washed three times with Tris-buffered saline (TBS) for 5 min and incubated with 0.3% hydrogen peroxide (H_2_O_2_) in TBS for 10 min at RT. Sections were then washed three times with TBS for 5 min and blocked with 3% skim milk in 0.25% Triton X-100 (TBSX) for 30 min, and then incubated with biotinylated AT8 antibody (Thermo Fisher Scientific, MN1020, 1:1000) in 0.25% TBSX containing 1% skim milk at 4 °C overnight. After three times washes with TBS for 5 min, the sections were incubated with ABC Elite (Vector PK-6100, 1:400) in TBS for 1 h and were visualized using 3,30—diaminobenzidine tetrahydrochloride (DAB) (Chromogen).

### AT8 ELISA

The concentrations of pTau in tau-enriched brain extract (TBE) were measured using sandwich ELISA with the AT8 antibody (Thermo Fisher Scientific). 96-well costar ELISA clear plate (Thermo Fisher Scientific, #3690) was coated with 20 μg/ml of AT8 antibody in carbonate coating buffer (PH 9.6). After overnight incubation at 4 °C, the plate was five times washed with PBS and blocked with 190 μl of 4% BSA in PBS for an hour at RT with shaking. Five times washes were followed by then, 50 μl of serial diluted standards of human AD tau, and sequential diluted TBE samples were incubated overnight at 4 °C. After eight times washes with PBS, 50 μl of biotinylated AT8 (Thermo Fisher Scientific, 1;500) with 1% BSA in PBS was incubated at RT for 1.5 hrs and washed eight times with PBS. Strep-poly-HRP40 (Fitzgerald, 1:6000) with 1% BSA in PBS was incubated for 1.5 hrs in the dark with shaking and incubated 50 μl of super slow TMB substrate (Thermo Fisher Scientific) for 5–15 min after eight times washing with PBS. Kinetics were measured at 650 nm using plate reader (Bio-Tek Synergy 2).

### Isolation of microglia from adult mouse brain

Mice were anesthetized by Fatal Plus pentobarbital with i.p injection and perfused with 30 ml of ice-cold dPBS. Brains were minced well using razor blade in a petri dish filled with 10 ml digestion buffer (0.05% collagenase D, 1 μg/ml TLCK trypsin inhibitor, 20 U/ml DNase 1, 10 mM pH7.4 Hepes in HBSS) and were incubated in a conical tube at 37 °C water bath for 25 min with inverting every 10 min. Dissociated brain tissue was filtered through 70 μm cell strainer and rinsed two times with ice-cold dPBS. Cells were pelleted in ice-cold dPBS after centrifugation at 300 × *g* for 5 min, then resuspended and mixed with debris removal solution. The top layer was gently covered with 4 ml of ice-cold dPBS. Sample was centrifuged at 3000 × *g* for 10 min with full acceleration and brake on 2 at 4 °C. Among the three resulting phases, the two top layers were completely discarded, and the tube filled with 15 ml of ice-cold dPBS. Sample was centrifuged with full acceleration and brake at 1000 × *g* for 10 min after three inversions. Cell pellet was resuspended with 1 ml of cold 1× Red Blood Cell Removal Solution and was incubated for 10 min at 4 °C. After adding 10 ml of ice-cold MACS buffer (0.5% BSA, 8 mM EDTA in dPBS), sample was again centrifuged at 300 × *g* for 7 min and the supernatant discarded. The cell pellet was resuspended with 1 ml MACS buffer and filtered with 70 μm cell strainer and incubated with 10 μl of CD11b microbeads (Miltenyl Biotec, 130-049-601) for 15 min at 4 °C. Cells were then washed with 1–2 ml of MACS buffer and centrifugated at 500 × *g* for 5 min. CD11b-magnetically labeled cells were then isolated using a MACS separator according to manufacturer’s instructions.

### Cultured primary microglia

Microglia were separated from mixed glial cultures that were obtained from postnatal days 1–3 (P1-3) mouse pups. Dissected cortical regions were isolated and the meninges removed. Tissue was then trypsinized with 0.05% trypsin-EDTA for 15 min at 37 °C. Cells were neutralized with two volumes of complete media (DMEM + 10% FBS) centrifuged for 5 min. After discarding of the supernatant, cells were resuspended with full volumes of complete media, plated on Poly-d-Lysine (PDL)-coated T75 flasks, and grown to DMEM + 10% FBS. Media was changed to include GM-CSF (5 ng/ml) containing media two days later and kept for 10 days. Floating microglia were collected from the mixed glia by shaking the flask at 225 rpm for 2 hrs.

### Sex determination

Sex was confirmed by tail lysate of each pup and male-specific marker SRY (sex determination region on the Y chromosome responsible for testes formation) and the universal marker myogenin (Myog) which expressed in both males and females were amplified by polymerase chain reaction (PCR). The PCR Primer sequences were; Sry, 5′-TCATGAGACTGCCAACCACAG-3′ and 5′-CATGACCACCACCACCACCAA-3′. Myog,5′-TTACGTCCATCGTGGACAGC-3′ and 5′-TGGGCTGGGTGTTAGTCTTA-3′. PCR condition was: 95 °C for 3 min and then 30 cycles of denaturation at 95 °C for 15 s, annealing at 58 °C for 15 s, and elongation at 72 °C for 1 min. Following 30 cycles, the reaction concludes with a final 72 °C elongation for 1 min. Each product size was 441 bp (Sry) and 245 bp (Myog), respectively.

### Cell culture

Cultured primary microglia were grown in DMEM with 10% fetal bovine serum (FBS) (Gibco) and 100 U/ml Penicillin-Streptomycin (Gibco). All cells were maintained at 37 °C in a humidified atmosphere with 5% CO2. For *lipopolysaccharide* (LPS) studies, we treated 100 ng/ml of LPS (Sigma, L6529) on cultured primary microglia for 24 hrs. 4-hydroxytamoxifen was added to culture media at 1.5 μM for 24 hours to induce deletion of endogenous REV-ERBα in cultured microglia from CAG::Cre^ERT2^;*Nr1d1*^fl/fl^ mice.

### Immunocytochemistry and BODIPY staining

Cultured cells were seeded on PDL-coated glass coverslips and fixed with 4% paraformaldehyde (PFA) for 15 min. Each well was then washed two times with PBS and permeabilized/blocked with 10% horse serum (HS) in 0.3% Triton X-100 (PBSX) for 30 min at RT. After two washes with PBS, the samples were incubated with the following primary antibodies diluted in 0.1% Triton X-100 (PBSX) overnight at 4 °C; rabbit anti-IBA1 (Waco, 019-19741, 1:500) and guinea pig anti-PLIN2 (Fitzgerald, 20R-AP002, 1:200). The cells were then washed three times with PBS and incubated with secondary antibodies which were diluted 1–500 in 0.1% Triton X-100 (PBSX) for 30 min at RT. The nuclei were stained with 4′,6-diamidino-2-phenylindole (DAPI) for 10 min and were washed with PBS. For BODIPY staining, BODIPY™ 493/503 (Invitrogen, D3922, 1:1000) dye was mixed with DAPI staining solution and incubated with cells for 10 min. Coverslips were mounted with fluorescence mounting medium (ProLong Gold antifade reagent, Invitrogen, P36934).

### RNA preparation and qPCR analysis

Total RNA was extracted from cells using PureLink RNA mini kit (Invitrogen) and the concentration of each RNA was determined by Nanodrop ND 1000 spectrophotometer. cDNA was then synthesized using approximately 1 µg of RNA using high-capacity cDNA Reverse Transcription Kit (Life Technologies) according to the manufacturer’s instructions. Real-time quantitative qPCR was performed using ABI TaqMan primers and ABI PCR Master Mix buffer on ABI StepOnePLus or QuantStudio 3 thermocyclers (Applied Biosystems). The qPCR Primers were purchased by Thermo Fisher and the information were; Cd68, Mm03047343_m1; Aif1, Mm00479862_g1; Il1b, Mm00434228_m1; Il6, Mm00446190_m1; Tnfa, Mm00443258_m1; Gfap, Mm01253033_m1; Nr1d1, Mm00520711_m1; C1qa, Mm00432142_m1; Cre, Mm00635245_cn; Plin2, Mm00475794_m1; Actn, Mm02619580_g1.

### Transmission electron Microscopy

Electron microscopy experiments were carried out by the Washington University Center for Cellular Imaging. For negative-stain specimens, 10 μl of each sample was deposited onto a freshly glow-discharged carbon-coated EM grid (Ted Pella). After 1 min incubation at room temperature, grids were washed by swirling for 2 seconds through five drops of ultrapure water, and one drop of 0.75% aqueous uranyl formate (Electron Microscopy Sciences), then placed on a fresh drop of 0.75% uranyl formate for 1 min. The grids were then blotted using a filter paper to remove excess solution and dried before imaging. Negative-stain images were acquired on a TEM (Jeol JEM-1400 Plus) at 120 kV.

### Intracerebroventricular P0 injection

Postnatal day 0 (P0) pups were anesthetized on ice for 3 min and then received intracerebroventricular (ICV) injections of 2 µl of AAV (1.3E + 10 viral particles/ventricle; 2 µl/ventricle) into the lateral ventricles using a 30-gauge needle. AAV1-Tau^P301L^ was provided Dr. Leonard Petrucelli^21^. At 4 or 6 months of age, the whole brain was removed and fixed with 4% PFA overnight at 4 °C for histology.

### Preparation of FITC-tau aggregate

A total of 100 μg of Fluorescein (FITC) Tau 441 peptide (rPeptide) were pre-incubated with 10 mM 1,4-dithiothreitol (DTT), 100 mM NaCl, and 10 mM HEPES in water for 1 hr at RT and then heparin was added at a final concentration of 8 μM. After 7 days of incubation at 37 °C with shaking, samples were centrifugation at 100,000 × *g* for 1 hr at 4 °C. The pellet was considered as aggregated tau and sonicated with 65% power/amplitude for 30 sec in a water bath. Tau aggregates were then resuspended and diluted from use.

### Tau uptake assay

Cultured microglia were plated at 10,000 cells per well in a 12-well plate. The next day the medium was replaced, and cells were treated with 40 nM FITC-tau aggregate for 2 h at 37 °C. Cells were then washed twice with PBS and trypsinized with 0.25% trypsin-EDTA. After neutralization with complete culture media (10% FBS in DMEM), the samples were centrifuged at 1250 rpm for 5 min at 4 °C and the supernatant discarded. The pellet was washed through resuspension in ice-cold PBS, followed by centrifugation again with the same conditions. The pellet was resuspended with FACS buffer (5% FBS in dPBS) and subjected to flow cytometry (BD Biosciences). About 10,000 cells per sample were analyzed and the data were presented using FlowJo software (BD Biosciences).

### Tau-brain extract (TBE) purification

Mice were anesthetized by Fatal Plus pentobarbital with i.p injection. The brain was rapidly removed and frozen with isopentane on dry ice. Frozen brain was then homogenized with buffer H (10 mM Tris-HCl pH7.4, 0.8 M NaCl, 1 mM EDTA, 2 μM DTT, cOmplete, PhosStop, 0.1% sarkosyl, 10% sucrose) with homogenizer until all large chunks are gone. The samples were homogenized again with insulin syringe more than five times and freeze-thaw once on dry ice. After then, the samples were centrifuged at 10,000 × *g* for 10 min at 4 °C, and supernatant were removed and kept as ‘S1’ on ice. One volume of buffer H was added to the pellet and re-homogenized with sonicator with 30% amplitude, 1 s/1 s pulse for 1 min. Homogenized samples were centrifugation with 10,000 × *g* for 10 min at 4 °C. Supernatant from this were considered as ‘S2’ and pooled with ‘S1’. Sarkosyl was added into the ‘S1 + S2’ resulted in 1% as a final concentration and incubated for 1 hr at RT with shaking. Incubated samples were then centrifuged with 300,000× *g* for 1 hr at 4 °C and took supernatant to use as soluble fraction (SS). Total tau and phosphorylated tau contents were further validated by western blotting.

### Immunoblotting

TBE sample was separated by electrophoresis on 4–12% sodium dodecyl sulfate–polyacrylamide gels and then transferred electrophoretically to polyvinylidene difluoride membranes. The membranes were blocked with 5% skim milk and then washed three times with 0.1% Triton X-100 (TBSX). The membranes were then gently agitated and incubated at 4 °C overnight with the following primary antibodies: HT7 (Thermo Fisher, MN1000, 1:500), AT8 (Thermo Fisher, MN1020, 1:1000), and Plin2 (Abcam, ab52356, 1:1000). The following day, the membranes were washed and then incubated with horseradish peroxidase-labeled anti-mouse or anti-rabbit secondary antibodies for 1 h at RT. Subsequently, membrane-bound horseradish peroxidase-labeled antibodies were detected using an enhanced chemiluminescence detection system including the Pierce ECL Western Blotting Substrate (Thermo Fisher Scientific). Quantification of the bands was performed by ImageJ 1.44 (Image Processing and Analysis in Java).

### Metabolite extraction

For lipidomics analysis, organic solvent extraction for two microglia cell samples was processed as follows. 1.2 million microglia cells were homogenized with 200 µL of pre-chilled 80% methanol using pulsed tip sonicator on dry ice. For protein precipitation, 150 µL of pre-chilled acetone and 50 µL of PBS were added and vortex rigorously for 60 s, then centrifuge at 20,000 × *g* for 30 min at 4 °C. Supernatant contains no protein was transferred to 2 mL glass tube and was vaporized in a vacuum concentrator with no heat. 100 µL of PBS, 150 µL of pre-chilled methanol, and 300 µL of pre-chilled chloroform were added and vortexed rigorously for 60 s then centrifuged at 2900 × *g* for 10 min at 4 °C. The bottom chloroform fraction was transferred to new 2 mL glass tubes. 300 µL of pre-chilled chloroform was added to the remaining upper fraction and vortexed rigorously for 60 sec then centrifuged at 2900 × *g* for 10 min at 4 °C. The bottom chloroform fraction was combined to the previous chloroform fraction collected and was vaporized in a vacuum concentrator with no heat. Organic solvent extracted samples were reconstituted with 50µL of 50% methanol.

### LC-MS analysis

Liquid chromatography separation was done with Waters BEH C8 column (2.1 mm × 100 mm, 1.7 um) using16 min gradient. Mobile phase A is 10 mM ammonium acetate with 5% methanol, 0.1% acetic acid in H_2_O and mobile phase B is 0.1% acetic acid in methanol. Flowrate was set at 0.4 mL/min and column oven temperature at 30 °C. 5 µL of samples were injected into Vanquish UHPLC (ThermoScientific) connected with Orbitrap ID-X Tribrid Mass Spectrometer (ThermoScientific). For global untargeted lipidomics, AcquireX DeepScan was applied and data was acquired in both negative and positive ion mode. The MS resolution was set at 60,000 for both MS1 and MS2 scans with scan range of 200–1100 *m/z*. The capillary voltage in the positive mode was 3.4 kV and the negative mode was 2.4 kV, respectively. The ion transfer tube temperature is 325°C, Database search was performed by Compound Discoverer 3.3 with mzVault (MONA, GNPS, and NIST), mzCloud, and LipidBlast.

### Proteomics and data analysis

The proteins in Tau-Brain Extract (TBE) were precipitated by Acetone-TCA and the protein pellet was dissolved with 8 M Urea-containing buffer to subject for in-solution digestion. The sample was reduced with 4 mM dithiothreitol, and cysteines were alkylated with 15 mM iodoacetamide. The proteins were digested with adding trypsin (1:50 trypsin to protein ratio) for overnight incubation at 37 °C. The tryptic peptide samples were desalted with SepPak C18 SPE cartridge and then subject to the SpeedVac dry. After lyophilization, peptides were reconstituted with 0.1% FA in water. Peptides were injected onto a Neo trap cartridge coupled with an analytical column (75 µm ID × 50 cm PepMap^TM^ Neo C18, 2 µm). Samples were separated using a 2 hour of linear gradient of solvent A (0.1% formic acid in water) and solvent B (0.1% formic acid in ACN) using a Vanquish Neo UHPLC System coupled to an Orbitrap Exploris 480 Mass Spectrometer (Thermo Fisher Scientific).

The resulting tandem MS data was queried for protein identification against the *Mus musculus* database using Mascot v.2.8.0 (Matrix Science). The following modifications were set as search parameters: peptide mass tolerance at 10 ppm, trypsin enzyme, 3 allowed missed cleavage sites, carbamidomethylated cysteine (static modification), and oxidized methionine, deaminated asparagine/glutamine, and protein N-term acetylation (variable modification). The search results were validated with 1% FDR of protein threshold and 90% of peptide threshold using Scaffold v5.2.1 (Proteome Software).

### RNA sequencing and analysis

RNA sequencing and analysis were performed by the Genome Technology Access Center at Washington University using their standard methods, which are summarized here. Sample RNA integrity was determined using a Tapestation and library preparation was performed with 10 ng of total RNA for samples with a Bioanalyzer RIN score greater than 8.0. ds-cDNA was prepared using the SMARTer Ultra Low RNA kit for Illumina Sequencing (Takara-Clontech) per manufacturer’s protocol. cDNA was then fragmented using a Covaris E220 sonicator using peak incident power 18, duty factor 20%, cycles per burst 50 for 120 s. The cDNA was blunt-ended, had an A base added to the 3′ ends, and then had Illumina sequencing adapters ligated to the ends. Ligated fragments were then amplified for 12–15 cycles using primers incorporating unique dual index tags. The fragments for each sample were then pooled in an equimolar ratio and sequenced on an Illumina NovaSeq-6000 using 150 base pair paired-end reads. Basecalls and demultiplexing were performed with Illumina’s RTA 1.9 software and the reads were aligned to the *Mus musculus* Ensembl release 76 GRCm38 primary assembly with STAR version 2.5.1a. Gene counts were quantitated with Subread:featureCount version 1.4.6-p5. All gene counts were then imported into the R/Bioconductor package EdgeR and TMM normalization size factors were calculated to adjust the samples for differences in library size. Ribosomal genes were removed and only genes expressed greater than one count-per-million in at least four samples were kept for further analysis. 

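With this filter, 224 genes were left out that were above 1 CPM in exactly 3 libraries. These include genes above 1 CPM in 1 group only, such as Gsta3, since each group has 3 libraries. With the filter lowered to 3 libraries, 616 genes had an adjusted p-value of at most 0.05 in edgeR's quasi-likelihood test. Genes of ribosomal RNA biotype held 0.791% to 1.27% of the counts of a library. Reading ribosomal genes as also covering the Rpl and Rps protein genes left 11234 genes and 575 calls.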

The adjusted TMM size factors and the matrix of counts were then imported into the R/Bioconductor package Limma. Weighted likelihoods were then calculated for all samples and the count matrix was transformed to moderated log 2 counts-per-million with Limma’s voom With Quality Weights. Differential expression analysis was then performed to analyze for differences between conditions and the results were filtered for only those genes with Benjamini–Hochberg false-discovery rate adjusted *p* values ≤0.05.

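Analysed with limma's voomWithQualityWeights at the same threshold, the deposited counts gave 572 differentially expressed genes, 279 higher and 293 lower in Cre+ microglia, of which 555 were shared with the edgeR calls. At an adjusted p-value of at most 0.01, edgeR's quasi-likelihood test kept 225 genes. Without adjustment, 2188 genes had a p-value of at most 0.05 in edgeR's test.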

Single nucleus RNA-seq data shown in Fig. 5b, c was obtained from the Seattle Alzheimer’s Disease Brain Cell Atlas (SEA-AD) consortium website (https://portal.brain-map.org/explore/seattle-alzheimers-disease) using the Transcriptomics Comparative Viewer.

### Statistical analysis

Sample size for mouse cohorts was determined based on sample size calculations using tau burden (AT8 staining % area) in the hippocampus as a primary endpoint, using previous data from the lab. Sample size calculation was designed to detect a 50% change in AT8 with 80% power and alpha = 0.05. All samples sizes were described in each figure legends. The mice and cultured cells are naturally randomized based on sex and genotype. Third-party animal staff with no knowledge of the mouse genotypes performed all mouse husbandry. During data preparation and analysis, mice are assigned a number, and genotype is not indicated.

For the statistical analysis, Student’s *t* tests, or one- or two-way analyses of variance (ANOVAs) with Tukey post hoc tests were performed using GraphPad Prism software 8. *F* tests were performed on data to determine whether the variances differed significantly, in which case appropriate non-parametric tests were used. For two-way ANOVAs, multiple comparison testing was only performed if the main effect was significant at *p* < 0.05. Outliers were identified using Grubbs’ test and were excluded. Statistical tests were performed with GraphPad Prizm software, version 9.4.0. *p* < 0.05 was considered significant and was noted with asterisks indicating the *p* value: *p < 0.05, **<0.01, ***<0.005, ****<0.001.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

### Source data

Source data

## Data Availability

All data supporting this study are publicly available. Lipidomic data can be found on Figshare: 10.6084/m9.figshare.23669112. The RNA-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) under the accession code: GSE236875. We utilized Mus musculus Ensembl release 76 GRCm38 primary assembly for RNA-seq. Lipidomic analysis is also provided in this paper as a Source Data file and all other data are available upon request. Source data are provided as a Source Data file. The mass spectrometry proteomic data have been deposited to the ProteomeXchange Consortium via the PRIDE^48^ partner repository with the dataset identifier PXD043877 or at: https://www.ebi.ac.uk/pride/archive/projects/PXD043877. Human transcriptomic data is utilized by the data from AlzData web server [http://www.alzdata.org/download1.php], and the mouse ChIP-seq data sets are available in the NIH GEO repository under accession number GSE148644 or at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE148644. Source data are provided with this paper.

## References

[1] Wang S, Li F, Lin Y, Wu B (2020). Targeting REV-ERBalpha for therapeutic purposes: promises and challenges. Theranostics.

[2] Griffin P (2019). Circadian clock protein Rev-erbalpha regulates neuroinflammation. Proc. Natl. Acad. Sci. USA.

[3] Jakel S, Dimou L (2017). Glial cells and their function in the adult brain: a journey through the history of their ablation. Front. Cell Neurosci..

[4] Lee J (2020). Inhibition of REV-ERBs stimulates microglial amyloid-beta clearance and reduces amyloid plaque deposition in the 5XFAD mouse model of Alzheimer’s disease. Aging Cell.

[5] Chew H, Solomon VA, Fonteh AN (2020). Involvement of lipids in Alzheimer’s disease pathology and potential therapies. Front Physiol..

[6] Filipello F (2023). Defects in lysosomal function and lipid metabolism in human microglia harboring a TREM2 loss of function mutation. Acta Neuropathol..

[7] Victor MB (2022). Lipid accumulation induced by APOE4 impairs microglial surveillance of neuronal-network activity. Cell Stem Cell.

[8] Conte M (2022). Expression pattern of perilipins in human brain during aging and in Alzheimer’s disease. Neuropathol. Appl. Neurobiol..

[9] Itabe H, Yamaguchi T, Nimura S, Sasabe N (2017). Perilipins: a diversity of intracellular lipid droplet proteins. Lipids Health Dis..

[10] Khatchadourian A, Bourque SD, Richard VR, Titorenko VI, Maysinger D (2012). Dynamics and regulation of lipid droplet formation in lipopolysaccharide (LPS)-stimulated microglia. Biochim. Biophys. Acta.

[11] Hellwig S, Heinrich A, Biber K (2013). The brain’s best friend: microglial neurotoxicity revisited. Front. Cell Neurosci..

[12] Song WM, Colonna M (2018). The identity and function of microglia in neurodegeneration. Nat. Immunol..

[13] Cadiz MP (2022). Culture shock: microglial heterogeneity, activation, and disrupted single-cell microglial networks in vitro. Mol. Neurodegener..

[14] Olah M (2020). Single cell RNA sequencing of human microglia uncovers a subset associated with Alzheimer’s disease. Nat. Commun..

[15] Guneykaya D (2018). Transcriptional and translational differences of microglia from male and female brains. Cell Rep..

[16] Villa A (2018). Sex-specific features of microglia from adult mice. Cell Rep..

[17] Goldmann T (2013). A new type of microglia gene targeting shows TAK1 to be pivotal in CNS autoimmune inflammation. Nat. Neurosci..

[18] Yoshiyama Y (2007). Synapse loss and microglial activation precede tangles in a P301S tauopathy mouse model. Neuron.

[19] Shi Y (2017). ApoE4 markedly exacerbates tau-mediated neurodegeneration in a mouse model of tauopathy. Nature.

[20] Sun Y (2020). The behavioural and neuropathologic sexual dimorphism and absence of MIP-3alpha in tau P301S mouse model of Alzheimer’s disease. J. Neuroinflamm..

[21] Cook C (2015). Tau deposition drives neuropathological, inflammatory and behavioral abnormalities independently of neuronal loss in a novel mouse model. Hum. Mol. Genet..

[22] Chanana V. et al. Sex differences in mouse hippocampal astrocytes after in-vitro ischemia. *J. Vis. Exp.***116**, 53695 (2016).10.3791/53695PMC509222927805577

[23] Liu M, Oyarzabal EA, Yang R, Murphy SJ, Hurn PD (2008). A novel method for assessing sex-specific and genotype-specific response to injury in astrocyte culture. J. Neurosci. Methods.

[24] Chistyakov DV (2018). Sex-mediated differences in LPS induced alterations of TNFalpha, IL-10 expression, and prostaglandin synthesis in primary astrocytes. Int. J. Mol. Sci..

[25] Santos-Galindo M, Acaz-Fonseca E, Bellini MJ, Garcia-Segura LM (2011). Sex differences in the inflammatory response of primary astrocytes to lipopolysaccharide. Biol. Sex. Differ..

[26] Bugge A (2012). Rev-erbalpha and Rev-erbbeta coordinately protect the circadian clock and normal metabolic function. Genes Dev..

[27] Marschallinger J (2020). Lipid-droplet-accumulating microglia represent a dysfunctional and proinflammatory state in the aging brain. Nat. Neurosci..

[28] Arbaizar‐Rovirosa M (2023). Aged lipid‐laden microglia display impaired responses to stroke. EMBO Mol. Med..

[29] Cheng J (2021). Microglial Calhm2 regulates neuroinflammation and contributes to Alzheimer’s disease pathology. Sci. Adv..

[30] Keren-Shaul H (2017). A unique microglia type associated with restricting development of Alzheimer’s disease. Cell.

[31] Friedman BA (2018). Diverse brain myeloid expression profiles reveal distinct microglial activation states and aspects of alzheimer’s disease not evident in mouse models. Cell Rep..

[32] Zhang Y, Wu KM, Yang L, Dong Q, Yu JT (2022). Tauopathies: new perspectives and challenges. Mol. Neurodegener..

[33] Rauch JN (2020). LRP1 is a master regulator of tau uptake and spread. Nature.

[34] Varma VR (2018). Brain and blood metabolite signatures of pathology and progression in Alzheimer disease: a targeted metabolomics study. PLoS Med..

[35] Brekk OR, Honey JR, Lee S, Hallett PJ, Isacson O (2020). Cell type-specific lipid storage changes in Parkinson’s disease patient brains are recapitulated by experimental glycolipid disturbance. Proc. Natl Acad. Sci. USA.

[36] Fanning S (2022). Lipase regulation of cellular fatty acid homeostasis as a Parkinson’s disease therapeutic strategy. NPJ Parkinsons Dis..

[37] Gratuze M (2023). TREM2-independent microgliosis promotes tau-mediated neurodegeneration in the presence of ApoE4. Neuron.

[38] Adlanmerini M (2021). Hypothalamic REV-ERB nuclear receptors control diurnal food intake and leptin sensitivity in diet-induced obese mice. J. Clin. Invest.

[39] Liu Y (2021). Plasma lipidome is dysregulated in Alzheimer’s disease and is associated with disease risk genes. Transl. Psychiatry.

[40] Zhao Y (2022). Abeta and tau regulate microglia metabolism via exosomes in Alzheimer’s disease. Biomedicines.

[41] Mah D (2021). The sulfation code of tauopathies: heparan sulfate proteoglycans in the prion like spread of tau pathology. Front. Mol. Biosci..

[42] Clark GT (2022). Circadian control of heparan sulfate levels times phagocytosis of amyloid beta aggregates. PLoS Genet..

[43] Holmes BB (2013). Heparan sulfate proteoglycans mediate internalization and propagation of specific proteopathic seeds. Proc. Natl Acad. Sci. USA.

[44] Nugent AA (2020). TREM2 regulates microglial cholesterol metabolism upon chronic phagocytic challenge. Neuron.

[45] Wang Y (2018). A proteomics landscape of circadian clock in mouse liver. Nat. Commun..

[46] Weger BD (2021). Systematic analysis of differential rhythmic liver gene expression mediated by the circadian clock and feeding rhythms. Proc. Natl Acad. Sci. USA.

[47] Dierickx P (2019). SR9009 has REV-ERB-independent effects on cell proliferation and metabolism. Proc. Natl Acad. Sci. USA.

[48] Perez-Riverol Y (2022). The PRIDE database resources in 2022: a hub for mass spectrometry- based proteomics evidences. Nucleic Acids Res..

# Supplementary material for: Microglial REV-ERBα regulates inflammation and lipid droplet formation to drive tauopathy in male mice
**Source:** Nat Commun. 2023 Aug 25;14:5197. doi: 10.1038/s41467-023-40927-1
**Supplement:** Supplementary file 1 — Supplementary Information

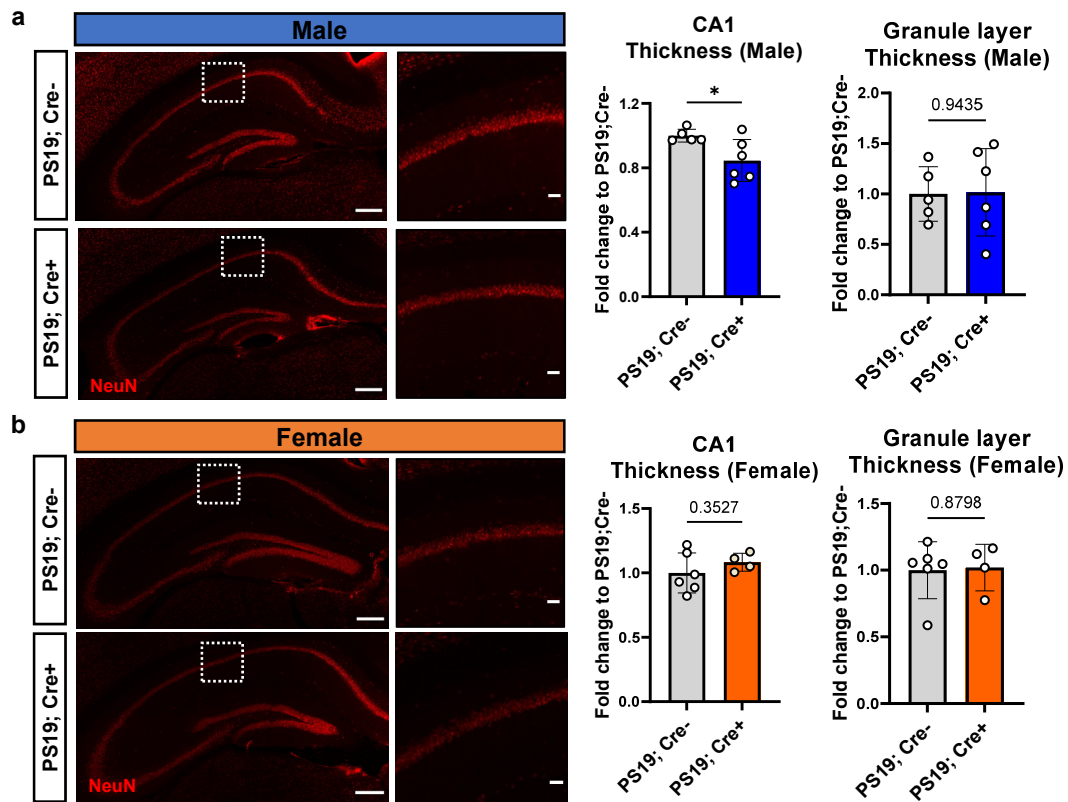

**Supplementary Fig. S1: Neuronal loss in hippocampal CA1 region of male, but not female, microglial REV-ERB $\alpha$  KO PS19 mice.** **a**, Hippocampal NeuN staining (dotted box, with inset) in male and **b**, female control P301S (PS19; Cre-) and microglial REV-ERB $\alpha$  KO P301S (PS19; Cre+). Each thickness of dentate gyrus granule and CA1 neuronal cell layers were presented by fold change (n=5-6 biologically independent mice). Scale bar, 500  $\mu$ m (whole hippocampus), Scale bar, 50  $\mu$ m (Zoom image). \*p < 0.05 by 2-tailed T-test. P values >0.05 are listed. Error bars represent SEM.

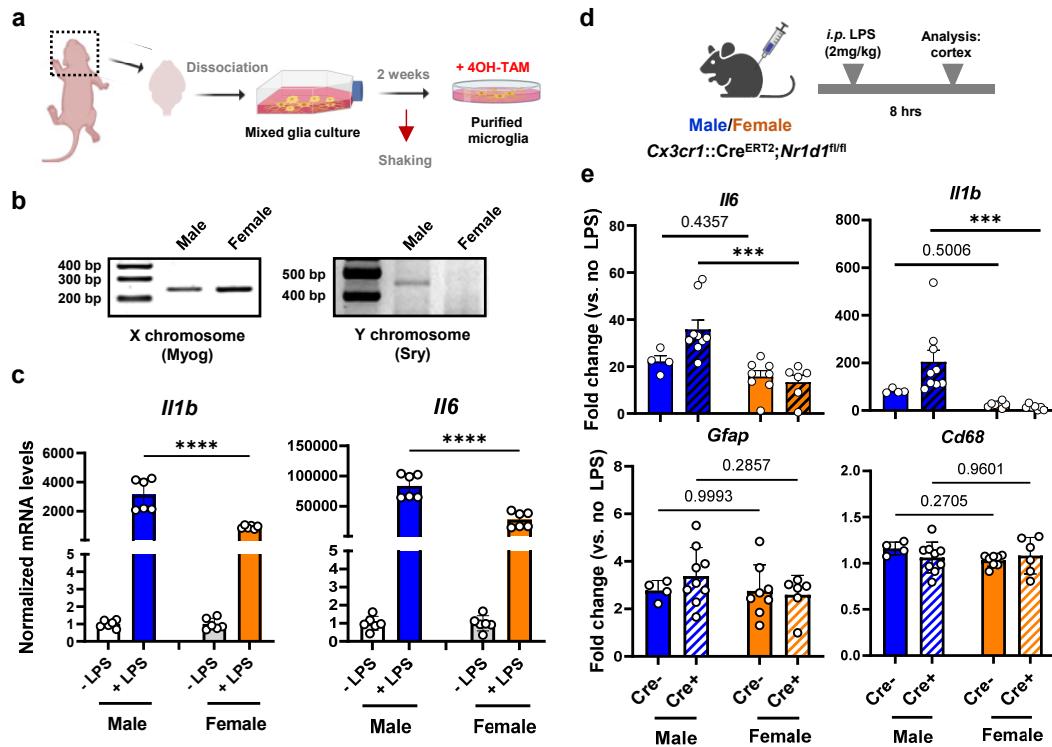

**Supplementary Fig. S2: Male microglial REV-ERB $\alpha$  KO mice respond more robustly to LPS than female mice.**

**a**, Procedure for preparing REV-ERB $\alpha$  KO cultured mouse microglia using CAG::Cre<sup>ERT2</sup>;Nr1d1<sup>fl/fl</sup> and Cre- littermate P1-3 pups. Microglia are treated *in vitro* with 1.5 $\mu$ M 4-hydroxyl-tamoxifen (4OH-TAM). Created with Biorender.com. **b**, Genetic sex determination of cultured microglia by PCR amplification of *Myog* (245bp) and *Sry* (441bp) for X-chromosome and Y-chromosome, respectively. **c**, Expression of pro-inflammatory cytokine transcripts including *Tnfa*, *Il6*, and *Il1b* in LPS-treated male and female cultured microglia (n=6, biologically independent samples). **d**, Experimental strategy for i.p. LPS in Cx3cr1::Cre<sup>ERT2</sup>;Nr1d1<sup>fl/fl</sup>. Created with Biorender.com. **e**, Comparing the levels of pro-inflammatory cytokines (*Il6* and *Il1b*) and glial activation markers (*Gfap* and *Cd68*) between LPS injected WT (Cre-) and microglial REV-ERB $\alpha$  KO (Cre+) mice on both male and female in cerebral cortex (n=5-8 biologically individual mice). \*\*\*p < 0.005 and \*\*\*\*p < 0.001 by 2-way ANOVA with Sidak multiple comparisons test. P values >0.05 are listed. Error bars represent SEM.

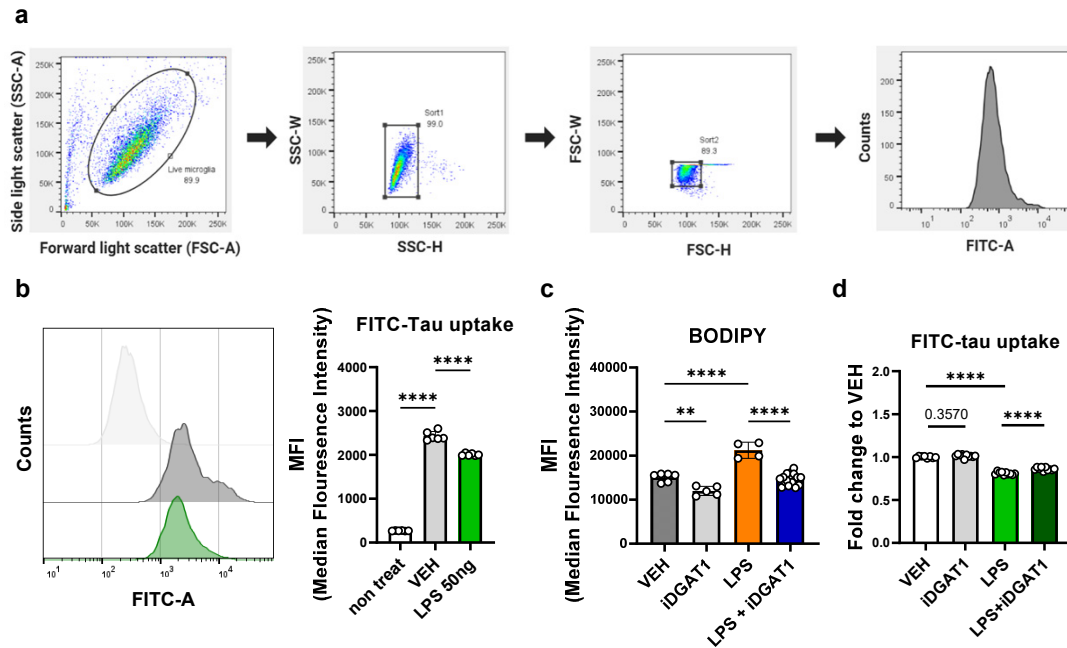

**Supplementary Fig. S3: LPS-treated microglia shows defect of activity for internalization of tau.**

**a**, Gating strategies for Flow cytometry. Forward scatter (FSC-A) and Side light scatter (SSC-A) are proportional to particle size of live microglia and round analysis gate is further filtered twice with SSC-H/W and FSC-H/W parameters. Final population is analyzed by its fluorescence intensity. Data is collected from 10000 events. **b**, FITC-tau uptake assay in cultured microglia treated with VEH or 50ng/ml LPS for 24 hrs. FITC-tau signal was quantified by flow cytometry (n=6 from individual 6 pups). **c**, Increased BODIPY+ signal in LPS (50ng/ml) treated microglia was efficiently prevented by iDGAT1 (n=6-16 biologically individual samples) and **d**, dampened microglial tau uptake was also recovered (n=8-10 biologically individual samples). \*\*p < 0.01 and \*\*\*\*p < 0.001 by one-way ANOVA or 2-way ANOVA with Sidak test or 2-tailed T-test. P values >0.05 are listed. Error bars represent SEM.

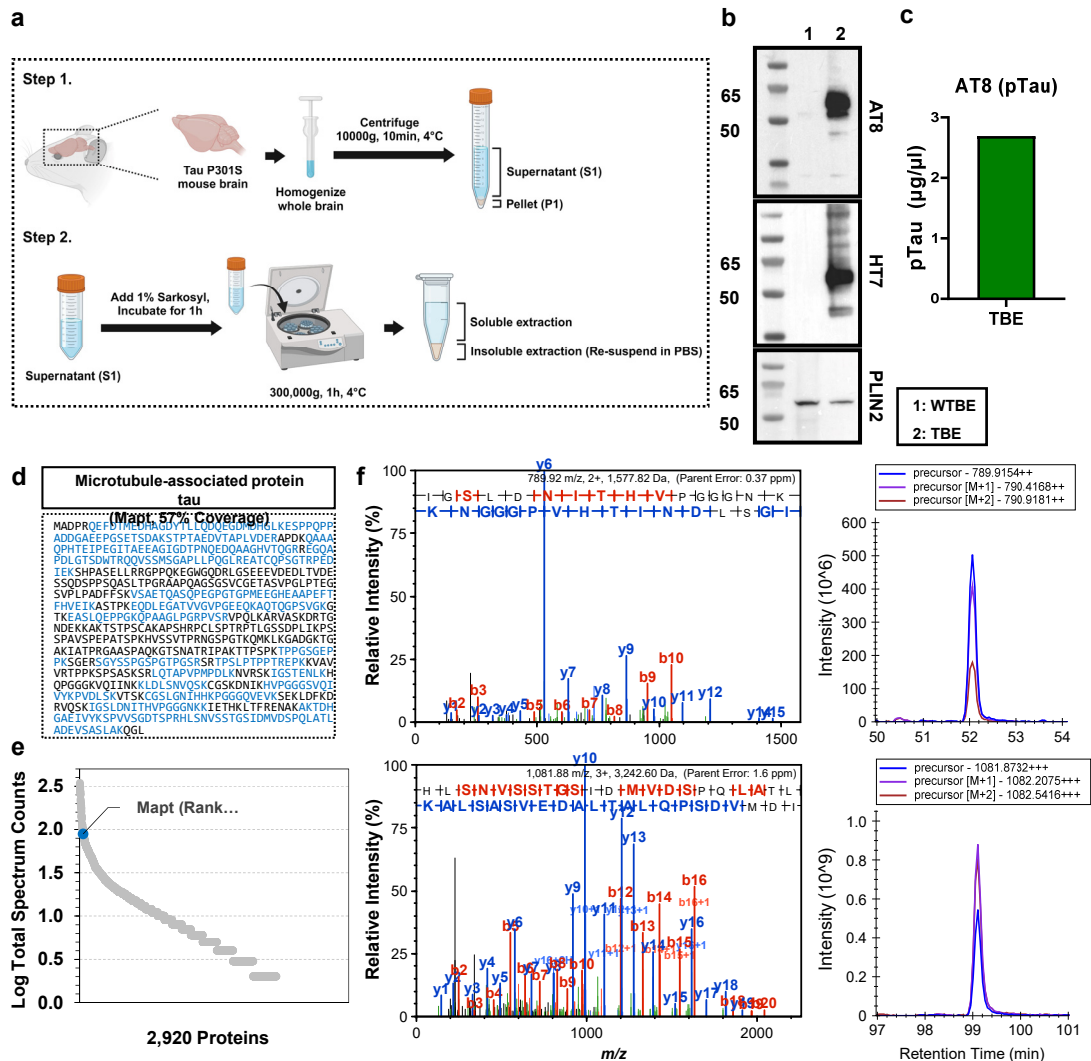

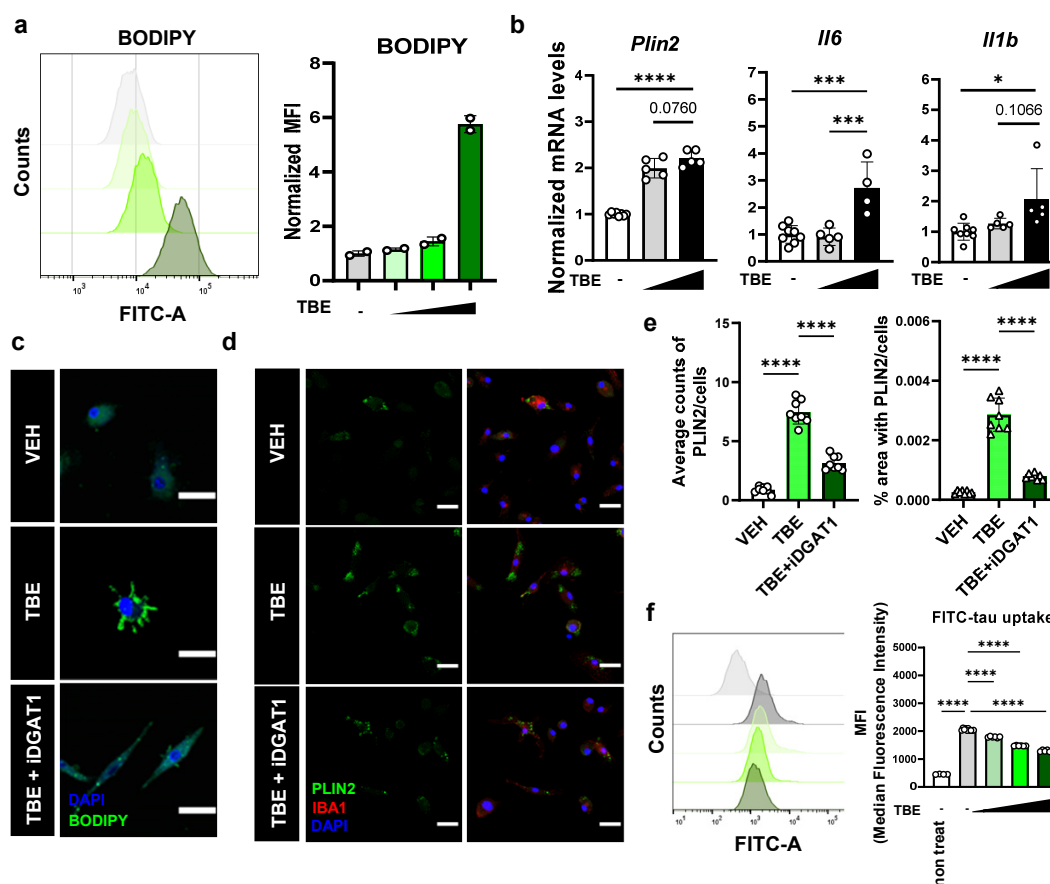

**Supplementary Fig. S5: Characterization of the effects of TBE on microglial lipid droplet expression and tau uptake activity.**

**a**, Dose-dependent changes in BODIPY+ cells (n=2 biologically individual samples) and **b**, the expression of *Plin2* and inflammatory transcripts (*Il6*, *Tnfa*, and *Il1b*) in TBE-treated cultured microglia (n=4-8 biologically individual samples). **c**, Images showing BODIPY+ lipid-droplet (LD) after TBE treatment in a cultured microglia and its prevention by LD blocker, iDGAT1 (A922500, 10μM). Green; PLIN2, blue; DAPI. **d**, Effect of TBE and LD blocker, iDGAT1 (A922500, 10μM), on PLIN2 protein expression in cultured microglia (green; PLIN2, red; IBA1, blue; DAPI) Scale bar, 50 μm. **e**, Quantified average counts and percentage of area of PLIN2 expression per cell (n=8 biologically individual samples). **f**, Dose-dependent attenuation of microglia-mediated internalization of FITC-tau aggregates by TBE treatment. Cells were incubated with TBE for 24 hours, washed, and then exposed to FITC-tau for 2 hours (n=4-10 biologically individual samples). \*p < 0.05, \*\*p < 0.01, and \*\*\*\*p < 0.001 by one-way ANOVA or 2-way ANOVA. P values >0.05 are listed. Error bars represent SEM.

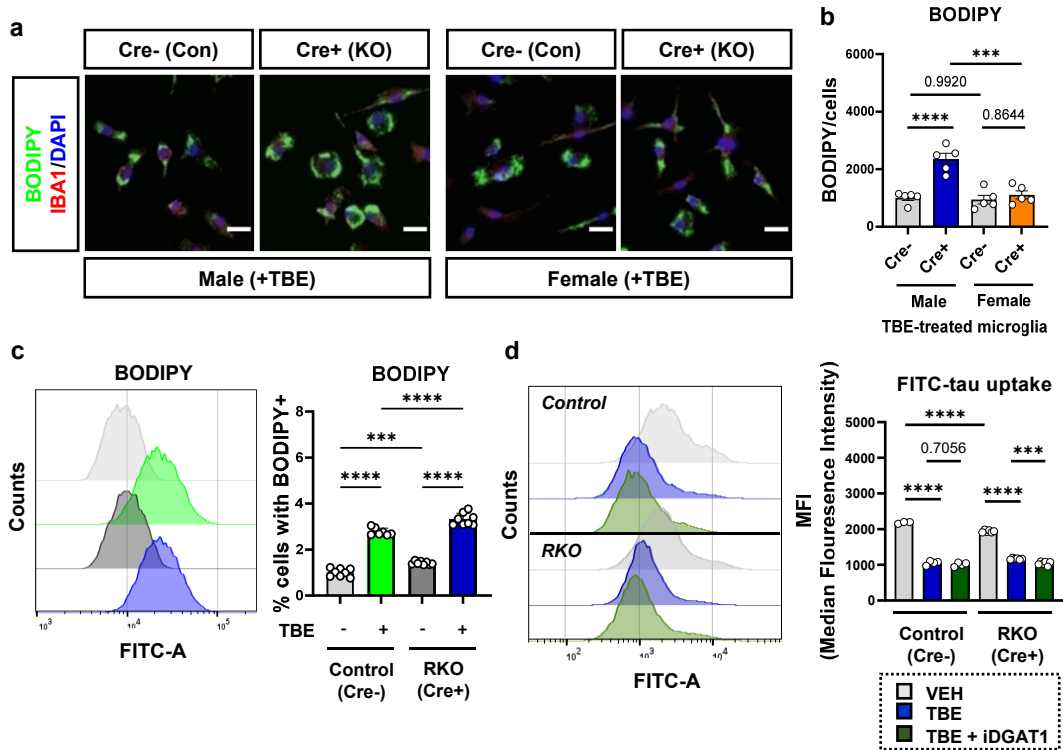

**Supplementary Fig. S6: TBE amplifies lipid droplet expression in REV-ERB $\alpha$  KO microglia in a sex-dependent manner.**

**a**, Representative images of BODIPY+ signal in TBE-treated male and female cultured microglia from Cre- control or Cre+ REV-ERB $\alpha$  KO mice (green; BODIPY, red; IBA1, blue; DAPI). Scale bar, 50  $\mu$ m.

**b**, Quantification of percentage of BODIPY+ signal from (a) (n=5 biologically individual samples).

**c**, Percentage of BODIPY+ cells in male Cre- control and Cre+ REV-ERB $\alpha$  KO microglia cultures with or without TBE treatment, by flow cytometry (n=6-8 biologically individual samples).

**d**, The effect of iDGAT1 on tau uptake in Cre- control or Cre+ REV-ERB $\alpha$  KO male microglia with or without TBE treatment (n=3-6 biologically individual samples). \*\*\*p < 0.005 and \*\*\*\*p < 0.001 by 2-way ANOVA with Sidak multiple comparisons test. P values >0.05 are listed. Error bars represent SEM.

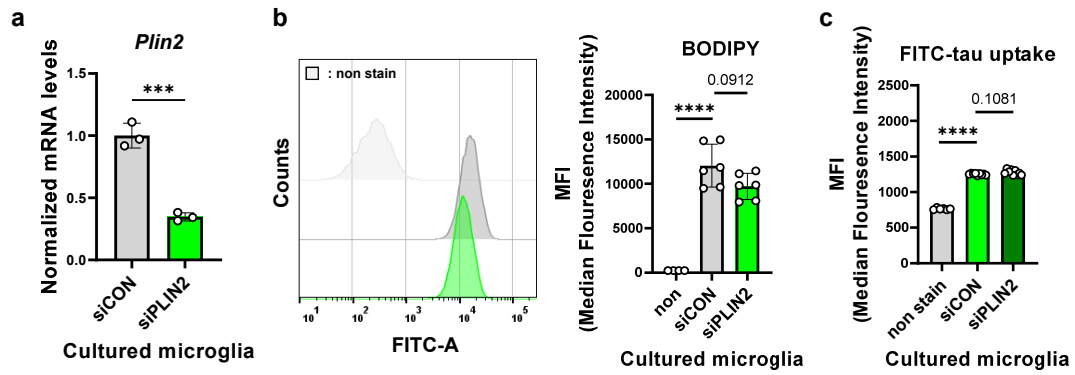

**Supplementary Fig. S7: *Plin2* knockdown in cultured microglia does not affect tau uptake or LD accumulation.**

**a**, Levels of *Plin2* mRNA in cultured microglia after treatment with control siRNA (siCON), or siRNA-targeting *Plin2*, normalized to control siRNA (n=3 biologically individual samples). **b**, Median Fluorescence Intensity (MFI) of BODIPY+ cells between siCon and siPlin2 cultured microglia (n=4-6 biologically individual samples). **c**, FITC-tau uptake in cells from a. (n=6-9 biologically individual samples). \*\*\*p < 0.005 and \*\*\*\*p < 0.001 by 1-way ANOVA with Sidak multiple comparisons test or 2-tailed T-test. P values >0.05 are listed. Error bars represent SEM.

# Supplementary material for: Microglial REV-ERBα regulates inflammation and lipid droplet formation to drive tauopathy in male mice
**Source:** Nat Commun. 2023 Aug 25;14:5197. doi: 10.1038/s41467-023-40927-1
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | QuantStudio 3 (Applied Biosystems) software was used to acquire qPCR data and images were collected by KEYENCE BZ-X800. BDx20 flow cytometry machine was used to acquire flow cytometry. For ELISA, kinetics were measured by Bio-Tek Synergy 2 plate reader and electron microscopy (EM) images were acquired on a TEM (Jeol JEM-1400 Plus). Orbitrap ID-X Tribrid Mass Spectrometer and Vanquish UHPLC (Thermo Scientific) were used for LC-MS and proteomics was performed by Vanquish Neo UHPLC System coupled to an Orbitrap Exploris 480 Mass Spectrometer Thermo Scientific). Sample RNA integrity was determined using a Tapestation and library preparation was performed by the SMARTer Ultra Low RNA kit for Illumina Sequencing (Takara-Clontech).         |
| Data analysis   | Prism 9 was used to perform statistical analysis on all data presented. All images and western-blot band analysis were performed by Image J 1.44 and flow cytometry data were analyzed and presented by FlowJo software (BD Biosciences). LC-MS related database search was performed by Compound Discoverer 3.3 with mzVault, mzCloud, and LipidBlast. For RNA-seq, basecalls and demultiplexing was performed with Illumina's RTA 1.9 software and the reads were aligned by STAR version 2.5.1a. Gene counts were quantitated with Subread:featureCount version 1.4.6-p5. All gene counts were then imported into the R/Bioconductor package EdgeR and adjusted TMM size factors and the matrix of counts were then imported into the R/Bioconductor package Limma. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data supporting this study are publicly available. Raw data from all figures can be found on Figshare: <https://doi.org/10.6084/m9.figshare.23669112>. The RNA-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) under the accession code: GSE236875. [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE236875>]. We utilized Mus musculus Ensembl release 76 GRCh38 primary assembly for RNA-seq. Lipidomic analysis is also provided with this paper as a Source Data file and all other data are available upon request. Source data are provided as a Source Data file. The mass spectrometry proteomic data have been deposited to the ProteomeXchange Consortium via the PRIDE48 partner repository with the dataset identifier PXD043877 or at: <https://www.ebi.ac.uk/pride/archive/projects/PXD043877>. Human transcriptomic data is utilized by the data from AlzData web server [<http://www.alzdata.org/download1.php>], and the mouse ChIP-seq data sets are available in the NIH GEO repository under accession number GSE148644 or at <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE148644>.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

|                             |     |
|-----------------------------|-----|
| Reporting on sex and gender | N/A |
| Population characteristics  | N/A |
| Recruitment                 | N/A |
| Ethics oversight            | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                              |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size for mouse cohorts was determined based on sample size calculations using tau burden (AT8 staining % area) in the hippocampus as a primary endpoint, using previous data from the lab. Sample size calculation was designed to detect a 50% change in AT8 with 80% power and alpha=0.05. All samples sizes were described in each figure legends. |
| Data exclusions | No data were excluded.                                                                                                                                                                                                                                                                                                                                       |
| Replication     | Replicate experiments were successful and confirmed.                                                                                                                                                                                                                                                                                                         |
| Randomization   | The mice and cultured cells are naturally randomized based on sex and genotype.                                                                                                                                                                                                                                                                              |
| Blinding        | Third party animal staff with no knowledge of the mouse genotypes performed all mouse husbandry. During data preparation and analysis, mice are assigned a number and genotype is not indicated.                                                                                                                                                             |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

Primary antibodies for IHC: mouse anti-NeuN (Sigma-Aldrich, MAB377, 1:200), mouse anti-GFAP (Novus, 5C10, 1:2000), rabbit anti-IBA1 (Wako, 019-19741, 1:1000), rat anti-CD68 (Bio-rad, MCA1957, 1:500), guinea pig anti-Plin2 (Fitzgerald, 20R-AP002, 1:200), biotinylated AT8 antibody (Thermo Fisher Scientific, MN1020, 1:1000)  
 Primary antibodies for WB: HT7 (Thermo Fisher, MN1000, 1:500), AT8 (Thermo Fisher, MN1020, 1:1000), and Plin2 (Abcam, ab52356, 1:1000).

## Validation

All antibodies are commercially available and were commercially validated. We have validated all antibodies in our lab. GFAP, Iba1, and Cd68 have been validated by co-localization with other known glial antibodies. AT8, HT7, and MC1 have been previously validated by many labs, and we validated these by staining of tissue with no human tau transgene.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Cell line source(s)

Primary mouse microglia-enriched cultures from sex-genotyped male and female P1-3 mouse pups.

## Authentication

Staining of cultures for Iba1 and GFAP reveals that >90% of the cells are microglia (Iba1+, GFAP-)

## Mycoplasma contamination

Cultures are tested regularly for mycoplasma; none detected.

Commonly misidentified lines  
(See [ICLAC](#) register)

None used.

## Palaeontology and Archaeology

## Specimen provenance

*Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the issuing authority, the date of issue, and any identifying information). Permits should encompass collection and, where applicable, export.*

## Specimen deposition

*Indicate where the specimens have been deposited to permit free access by other researchers.*

## Dating methods

*If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided.*

☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.

## Ethics oversight

*Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

Mice were used and were on a C57/Bl6J background. All mouse lines were obtained from Jackson Labs except Nr1d1(f/f) mice and are described in Methods. Nr1d1(f/f) mice were originally obtained from Dr. Mitchell Lazar at University of Pennsylvania, who generated this line. Mice were sacrificed at specific time based on the purpose from P1-3 (for microglial cultures) to 10 months of age (Tau expressing mice lines). All mice were housed under 12:12 hr light-dark cycle and free access to water and food. Multiple transgenic strains were used and are described in Methods.

|                         |                                                                                                                                                                                            |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Wild animals            | The study did not involve wild animals.                                                                                                                                                    |
| Reporting on sex        | Sex was reported for all studies. We used both sex mice and cultured microglia which were sex-genotyped by markers of male (Sry) and female (Myog).                                        |
| Field-collected samples | The study did not involve samples collected from the field.                                                                                                                                |
| Ethics oversight        | All animal experiments were approved by the Washington University IACUC and were overseen by the WashU Dept. of Comparative Medicine, and all animal work complies with ARRIVE guidelines. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

- |                                     |                          |                            |
|-------------------------------------|--------------------------|----------------------------|
| No                                  | Yes                      |                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Public health              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | National security          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Crops and/or livestock     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Ecosystems                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Any other significant area |

### Experiments of concern

Does the work involve any of these experiments of concern:

- |                                     |                          |                                                                             |
|-------------------------------------|--------------------------|-----------------------------------------------------------------------------|
| No                                  | Yes                      |                                                                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Demonstrate how to render a vaccine ineffective                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Increase transmissibility of a pathogen                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Alter the host range of a pathogen                                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Enable evasion of diagnostic/detection modalities                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Enable the weaponization of a biological agent or toxin                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> | Any other potentially harmful combination of experiments and agents         |

## ChIP-seq

### Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

**Data access links**  
May remain private before publication. *For "Initial submission" or "Revised version" documents, provide reviewer access links. For your "Final submission" document, provide a link to the deposited data.*

**Files in database submission**  
*Provide a list of all files available in the database submission.*

**Genome browser session**  
(e.g. [UCSC](#)) *Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents.*

### Methodology

**Replicates**  
*Describe the experimental replicates, specifying number, type and replicate agreement.*

**Sequencing depth**  
*Describe the sequencing depth for each experiment, providing the total number of reads, uniquely mapped reads, length of reads and whether they were paired- or single-end.*

|                         |                                                                                                                                                                             |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies              | <i>Describe the antibodies used for the ChIP-seq experiments; as applicable, provide supplier name, catalog number, clone name, and lot number.</i>                         |
| Peak calling parameters | <i>Specify the command line program and parameters used for read mapping and peak calling, including the ChIP, control and index files used.</i>                            |
| Data quality            | <i>Describe the methods used to ensure data quality in full detail, including how many peaks are at FDR 5% and above 5-fold enrichment.</i>                                 |
| Software                | <i>Describe the software used to collect and analyze the ChIP-seq data. For custom code that has been deposited into a community repository, provide accession details.</i> |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                                                                                                                                                           |                                                                                                                                                                                                                                   |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation                                                                                                                                        | Cultured primary microglia were collected and further fixed by 4% PFA. BODIPY (BODIPY™ 493/503, Invitrogen) incubated with 1XPBS buffer on ice for 10 min and washed out for FACS analysis.                                       |
| Instrument                                                                                                                                                | Cells were analyzed using BDX20 FACS machine.                                                                                                                                                                                     |
| Software                                                                                                                                                  | FlowJo_v10.8.1 software (BD biosciences) for collection and GraphPad Prism 9 software for data analysis.                                                                                                                          |
| Cell population abundance                                                                                                                                 | Cells that were stained with BODIPY were sorted by BD X20 FACS machine on EGFP expression. Cells were sorted using a standard two-way sort. Cells were determined to be >95% positive after sorting.                              |
| Gating strategy                                                                                                                                           | Cells were gated on FSC/SSC (Mean FSC-A: ~10,000,000/Mean SSC-A: ~15,000,000). Cells were gated on FSC-H vs. Width to discriminate doublets. Positive cells were determined by gating on a negative (no BODIPY added) population. |
| <input checked="" type="checkbox"/> Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information. |                                                                                                                                                                                                                                   |

## Magnetic resonance imaging

### Experimental design

|                                 |                                                                                                                                                                                                                                                                   |
|---------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Design type                     | <i>Indicate task or resting state; event-related or block design.</i>                                                                                                                                                                                             |
| Design specifications           | <i>Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.</i>                                                                  |
| Behavioral performance measures | <i>State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects).</i> |

### Acquisition

|                               |                                                                                                                                                                                           |
|-------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Imaging type(s)               | <i>Specify: functional, structural, diffusion, perfusion.</i>                                                                                                                             |
| Field strength                | <i>Specify in Tesla</i>                                                                                                                                                                   |
| Sequence & imaging parameters | <i>Specify the pulse sequence type (gradient echo, spin echo, etc.), imaging type (EPI, spiral, etc.), field of view, matrix size, slice thickness, orientation and TE/TR/flip angle.</i> |
| Area of acquisition           | <i>State whether a whole brain scan was used OR define the area of acquisition, describing how the region was determined.</i>                                                             |
| Diffusion MRI                 | <input type="checkbox"/> Used <input type="checkbox"/> Not used                                                                                                                           |

### Preprocessing

|                        |                                                                                                                              |
|------------------------|------------------------------------------------------------------------------------------------------------------------------|
| Preprocessing software | <i>Provide detail on software version and revision number and on specific parameters (model/functions, brain extraction,</i> |
|------------------------|------------------------------------------------------------------------------------------------------------------------------|

|                            |                                                                                                                                                                                                                                                |
|----------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Preprocessing software     | <i>segmentation, smoothing kernel size, etc.).</i>                                                                                                                                                                                             |
| Normalization              | <i>If data were normalized/standardized, describe the approach(es): specify linear or non-linear and define image types used for transformation OR indicate that data were not normalized and explain rationale for lack of normalization.</i> |
| Normalization template     | <i>Describe the template used for normalization/transformation, specifying subject space or group standardized space (e.g. original Talairach, MNI305, ICBM152) OR indicate that the data were not normalized.</i>                             |
| Noise and artifact removal | <i>Describe your procedure(s) for artifact and structured noise removal, specifying motion parameters, tissue signals and physiological signals (heart rate, respiration).</i>                                                                 |
| Volume censoring           | <i>Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.</i>                                                                                                                           |

## Statistical modeling & inference

|                                                                           |                                                                                                                                                                                                                         |
|---------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Model type and settings                                                   | <i>Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation).</i> |
| Effect(s) tested                                                          | <i>Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.</i>                                                   |
| Specify type of analysis:                                                 | <input type="checkbox"/> Whole brain <input type="checkbox"/> ROI-based <input type="checkbox"/> Both                                                                                                                   |
| Statistic type for inference<br>(See <a href="#">Eklund et al. 2016</a> ) | <i>Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.</i>                                                                                                                  |
| Correction                                                                | <i>Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).</i>                                                                                     |

## Models & analysis

|                                               |                                                                                                                                                                                                                                  |
|-----------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                           | Involvement in the study                                                                                                                                                                                                         |
| <input type="checkbox"/>                      | <input type="checkbox"/> Functional and/or effective connectivity                                                                                                                                                                |
| <input type="checkbox"/>                      | <input type="checkbox"/> Graph analysis                                                                                                                                                                                          |
| <input type="checkbox"/>                      | <input type="checkbox"/> Multivariate modeling or predictive analysis                                                                                                                                                            |
| Functional and/or effective connectivity      | <i>Report the measures of dependence used and the model details (e.g. Pearson correlation, partial correlation, mutual information).</i>                                                                                         |
| Graph analysis                                | <i>Report the dependent variable and connectivity measure, specifying weighted graph or binarized graph, subject- or group-level, and the global and/or node summaries used (e.g. clustering coefficient, efficiency, etc.).</i> |
| Multivariate modeling and predictive analysis | <i>Specify independent variables, features extraction and dimension reduction, model, training and evaluation metrics.</i>                                                                                                       |

How the deposited data were processed for this re-analysis (not part of the article)

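RNA from 6 cultures of primary microglia, 3 Cre− and 3 Cre+ from CAG::Cre ERT2; Nr1d1 fl/fl pups, all exposed to 4-OHT, was sequenced by the authors. The counts, as deposited, are whole numbers of reads per Ensembl gene, which the authors made with STAR and featureCounts on the GRCm38 genome, without normalization or a filter on genes. The CPM values, as deposited by the authors, are these counts divided by the library total. The FPKM values, as deposited by the authors, are the CPM divided by gene length. Every value reported here was computed from the counts, and the deposited CPM and FPKM were read only to check their unit.

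Counts on genes per library ran from 87545868 to 93942161 (median 92206799) in Cre− and from 93701215 to 110909129 (median 102325162) in Cre+ cultures. Gene biotypes and coordinates came from GENCODE release M21, the annotation at hand, whereas the paper counted on Ensembl release 76. Of the genes in the files, 55227 were matched by identifier, 54907 of them with the same start and end. The 260 unmatched genes held 0.00257% of the counts. Genes with the biotypes rRNA and Mt_rRNA were removed, and genes above 1 CPM in at least 4 libraries were tested, as the methods of the paper state. The test was the quasi-likelihood test of edgeR 4.0.16 with TMM normalization in R 4.3.3, without covariates, with Benjamini-Hochberg adjustment and a threshold of 0.05. Standard errors are the log2 fold change divided by the square root of the F statistic. Values in CPM with an SD use TMM-normalized library sizes, except for the enzymes of Fig. 7g, genes below the expression filter such as Gsta3, and the sum of Gm6969 and Cox7a2l, which use library totals. At the common dispersion of 0.01002, the coefficient of variation between cultures was 10.0%. For each pair of libraries, the difference in counts was compared with counting noise. The chi-square per degree of freedom was 18.8 to 34.5 within a group and 58.7 to 99.2 between the groups, so variation between cultures exceeded counting noise throughout.

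The pipeline was tested on simulated data with 200 changed genes at a dispersion of 0.01. The changed genes were drawn from genes with many counts, and each change exceeded 0.35, the median size among the real calls. The rates below therefore do not carry over to small changes, such as those of Plin2 and Smpd2, or to genes with few counts, such as Nr1d1. The quasi-likelihood test called 179 of them (89.5%), and 6 unchanged genes. limma's voomWithQualityWeights called 89% of the changed genes and DESeq2 called 88%. Camera called the 1 planted list and 0 of 20 random lists. All genes of the planted list rose and the simulated genes varied independently, so this does not test the preset correlation on real lists.

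Gene lists were tested with camera in limma 3.58.1 at a correlation of 0.01, with adjustment over the 15 lists. These were interferon-gamma response, type I interferon-stimulated genes, chemotaxis, inflammatory activation, homeostatic microglia, disease-associated microglia, receptor-mediated endocytosis, lipid metabolism, lipid droplet, cholesterol biosynthesis, NRF2 targets, p53 targets, REV-ERB-repressed clock genes, E-box clock genes and proliferation. Reactome pathways came from fgsea 1.28.0. Marker lists of astrocytes, oligodendrocytes, neurons, fibroblasts and mural cells, and endothelial cells were described without a test. The genes named in the text were chosen by a rule: those drawn in Fig. 4c and Fig. 7g, Nr1d1, the transcripts that the paper measures by qPCR or names as markers, the sex genes, the 5 largest rises and 5 largest falls among called genes with a mean of at least 5 CPM and no overlap between the groups, and up to 3 members of each list with the smallest p-values. Cox7a2l, Esr1, Thra, Xlr, the collagens and the copies of the glutathione transferases fall outside this rule and were chosen after the values were seen.

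The alternatives were DESeq2's size factors, library totals, limma voom with and without quality weights, DESeq2 1.42.0, 3 other filters, 2 other readings of ribosomal genes, the replicate number as a block, other thresholds, and leaving out each library in turn. Other gene list tests were fry, camera with an estimated correlation, and Reactome. Counts left unscaled and a removal of the trend with GC content and length in each library were added after the data were seen. Similar sequences were searched with blastn 2.17.0 in the longest transcript of each gene. Tables and plots were made with python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. The GO term analysis was not repeated, since its annotation was not used here. Groups of 3 libraries are too small to test single libraries as outliers.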

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

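The tests of GC content for single genes, of a variant of Cox7a2l, of the copy of 3830403N18Rik and of fibroblasts were chosen after the results were seen. The genes in this part have the 5 largest rises in Cre+ microglia among called genes with a mean of at least 5 CPM over the 6 libraries and no overlap between the groups. The paper discusses none of them.

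Gm6969, a processed pseudogene on chromosome 12 (24638669 to 24639010), rose from 1.62 ± 0.128 CPM in Cre− to 43.0 ± 0.568 CPM in Cre+ cultures (SD, n = 3 cultures each), a log2 fold change of 4.73 (adjusted p = 2.9e-14 from edgeR's quasi-likelihood test). It copies Cox7a2l on chromosome 17, and its 342 bases align to the first Cox7a2l transcript with 1 mismatch and 6 gap bases. A rise of Cox7a2l itself is argued against by its own log2 fold change of -0.29. On library totals, Gm6969 gained 40.9 CPM and Cox7a2l lost 37.5 CPM. Their sum was 215 ± 6.04 CPM in Cre− and 218 ± 6.54 CPM in Cre+ cultures, a log2 difference of 0.0225 (exact 2-sided permutation test, p = 0.5). Gm6969 held 19.0% to 20.0% of the sum in Cre+ libraries and 0.657% to 0.803% in Cre− libraries. A candidate explanation is that the Cre+ pups carried a variant of Cox7a2l with the 6 bases present in Gm6969, whose reads align better to the pseudogene. None of the Cox7a2l transcripts in the annotation holds these bases. The reads were not used here, so the variant itself was not seen. If so, the rise would reflect inheritance and not the loss of REV-ERBα.

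Sgce, on chromosome 6, rose from 6.56 ± 0.312 to 35.4 ± 1.03 CPM, a log2 fold change of 2.43 (adjusted p = 3.9e-11 from edgeR's test). Adamts1, on chromosome 16, rose from 20.9 ± 1.86 to 82.3 ± 7.08 CPM (log2 fold change 1.98). 3830403N18Rik, on chromosome X, rose from 4.42 ± 0.718 to 14.3 ± 0.487 CPM (log2 fold change 1.69). Ppfia4, on chromosome 1, rose from 7.56 ± 1.16 to 16.5 ± 1.48 CPM (log2 fold change 1.13). In each, the 3 Cre+ libraries lay above the 3 Cre− libraries. When the trend with GC content and gene length was removed in each library, the log2 fold changes were 2.37 for Sgce, 1.98 for Adamts1, 1.67 for 3830403N18Rik and 1.24 for Ppfia4, which argues against this trend as the whole cause. With every library thinned to the same depth, at least 99.5% of each log2 fold change was left. These values were already scaled for library size, so thinning could change little and decides nothing about depth. Sgce, Adamts1 and Ppfia4 had 0 other genes with 95% identity over 100 bases. 3830403N18Rik has such a tested gene, Xlr, whose log2 fold change was 0.09, so reads did not move from Xlr to it. Another such gene, Gm14599, was not tested, so reads shared with Gm14599 are not ruled out. Fibroblasts in the Cre+ cultures would bring collagens, but the highest mean among Col1a1, Col1a2 and Col3a1 in Cre+ cultures was 0.169 CPM. On library totals, Sgce rose by 28.6 CPM and Adamts1 by 60.9 CPM. Among what stays open are a response to the loss of REV-ERBα, an effect of Cre, and a difference in parents or strain between the groups. This design separates none of them.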

How the results depend on the processing

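The alternatives in this part were set before the data were examined, apart from counts left unscaled and the removal of the GC content and length trend, which were chosen after seeing the data.

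The number of differentially expressed genes was 579 (286 higher and 293 lower in Cre+ cells). It stayed within 1.5 times that number with DESeq2's size factors, library totals, limma voom with and without quality weights, 2 of the 3 other filters, both other readings of ribosomal genes and the removal of the GC trend. It was 886 with DESeq2's test. Without a filter it was 1528 among 43842 genes, of which 465 were shared with the 579. Of the 1528, 55.7% were higher in Cre+ cells, although the median log2 fold change of all genes tested without a filter was -0.198. Olfactory and vomeronasal receptor genes, a measure of background, were higher in Cre− libraries by a ratio of 2.37, which goes with the negative median. Smpd2, Sgms2 and Nr1d1 had log2 fold changes of 0.20, 0.50 and -0.69 in this setting, against 0.12, 0.42 and -0.77 with the main filter. Calls made only without a filter may therefore come from the scaling of the libraries, which was not tested. The number of differentially expressed genes was 2188 with unadjusted p-values, or 2196 with limma voomWithQualityWeights. At an adjusted p-value of 0.01 it was 225, and with a log2 fold change of at least 1 it was 35, as stricter thresholds must give fewer. With counts left unscaled, edgeR gave 1565 genes and voomWithQualityWeights gave 4146, of which 93.9% and 92.8% were higher in Cre+ cells. That setting shifts the median log2 fold change of all genes by 0.177 and 0.171, through the larger Cre+ totals. Across the 6 fits that each left out 1 library, the number ran from 317 to 448. It was 339 without Cre− replicate 3, 376 without Cre+ replicate 2 and 317 without Cre+ replicate 3, with fewer libraries to test on. None of the 9 other splits of the 6 libraries gave any gene at the adjusted threshold, with 284 to 524 unadjusted, so 1 of the 10 splits gave as many as 579. For the genes of Fig. 4c it was also 1 of 10, and for the gene lists 1 of 10, the other splits calling up to 4 lists against 6. The study picked the genes of Fig. 4c from these libraries under the real grouping, so their result was set by that choice. With 10 splits, the share is never under 0.1 and cannot settle whether the grouping matters.

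Of the 36 tested genes of Fig. 4c, 35 were called with adjustment over the list alone and 35 with unadjusted p-values. Across the fits that each left out 1 library, 14 to 17 were called. The log2 fold change of Nr1d1 ran from -0.98 to -0.50 across these fits, and passed the threshold only without Cre− replicate 2. That of Sgms2 ran from 0.38 to 0.47, and passed only without Cre− replicate 1. Smpd2 had a log2 fold change of 0.28 with voomWithQualityWeights on unscaled counts (adjusted p = 0.0078, against 0.227 to 0.705 over the alternatives set beforehand), where it passed the threshold, and in none of the other settings run.

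With the replicate block, Sgms2 had the same log2 fold change of 0.42 but an adjusted p-value of 0.056 (0.0013 to 0.125 over its alternatives), and the number of differentially expressed genes was 430. The block takes 2 degrees of freedom from 6 libraries. Replicates of the same number did not deviate together, with correlations across genes of 0.007, -0.033 and -0.056, so the numbers do not pair the samples.

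For the gene lists, fry and the estimated correlation keep the median and change only the test. With either, 5 lists fell short of the threshold: type I interferon-stimulated genes (median 0.26), chemotaxis (0.20), inflammatory activation (-0.14), cholesterol biosynthesis (0.10) and proliferation (0.16). NRF2 targets passed under both. In Reactome, type I interferon (median 0.0849) and chemokines (0.0901) fell short; the cause was not tested. Without 1 library at a time, the median of cholesterol biosynthesis ran from 0.0878 to 0.12 and that of inflammatory activation from -0.15 to -0.0898.

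For the enzymes of Fig. 7g, the fold on unscaled counts was 1.30 for Sgms1, 1.52 for Sgms2, 1.07 for Samd8, 0.999 for Smpd1, 1.22 for Smpd2, 1.19 for Smpd4, 0.984 for Smpdl3a and 1.36 for Smpdl3b. Each of these had moved from its value on CPM by more than 1 SD between cultures. Smpd5 had not, with a fold of 0.971 on unscaled counts and 0.867 on CPM.

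Among 99 single genes, 1650 of 1782 values kept direction and side of the threshold, 100 became weaker (22 genes), 24 stronger (16 genes) and 8 reversed (4 genes). The log2 fold change of Cd68 was 2e-04 with at least 10 counts in every library, 0.0649 without a filter and 0.016 with the GC trend removed, and ran from -0.0431 to 0.0024 without 1 library at a time. That of Aif1 ran from -0.18 to 0.0633 without Cre− replicate 2, that of Tnf from -0.10 to 0.23 (-0.10 without Cre+ replicate 2) and that of Kdm5d from -0.0343 without Cre+ replicate 2 to 0.14. None of these 4 genes passed the threshold, so no direction is established for them.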

Differences from the paper's values

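The paper reports 3750 differentially expressed genes, and 579 were found here. With limma voomWithQualityWeights, which the methods of the paper name, and the same filter and threshold, 572 were found. None of the alternatives set before the data were examined came within 1.5 times of the paper's number; the nearest were 2188 genes with unadjusted p-values and 2196 with unadjusted p-values from voomWithQualityWeights. Of the alternatives chosen after seeing the values, unscaled counts in edgeR gave 1565 and the removal of the GC trend gave 475, and only voomWithQualityWeights on unscaled counts, with 4146 genes, fell within 1.5 times of it.

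The source data of Fig. 7g describe fold changes based on CPM. Of their 54 single values for 9 enzymes, 54 equal the ratio of the unscaled counts and 0 equal that of CPM on library totals, from which they differ by up to 18.0%. For Sgms2 the paper's fold is 1.52, and here it was 1.52 on unscaled counts and 1.35 on CPM. For Smpd2 the paper's fold is 1.22, and here it was 1.22 on unscaled counts and 1.09 on CPM.

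The paper states that Smpd2 was induced, with a p-value of 0.0484 in its source data. Here Smpd2 had a log2 fold change of 0.12 (adjusted p = 0.44 from edgeR's test). It was called only with voomWithQualityWeights on unscaled counts, a setting chosen after seeing the values, with a log2 fold change of 0.28. On unscaled counts the Cre+ cultures lay above all Cre− cultures (exact 2-sided permutation test, p = 0.1).

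The paper describes transcripts in REV-ERBα KO microglia as pointing to more inflammation. Here the lists went both ways. Of the 26 inflammatory activation genes tested, 17 were lower in Cre+ cells, whereas 22 of 26 type I interferon-stimulated genes and 15 of 23 chemotaxis genes were higher, with a log2 fold change of 0.91 for Ccl3. Camera called these 3 lists, and fry and the estimated correlation called none of them. The inflammatory activation call was also lost without Cre− replicate 2 (median -0.10) and without Cre+ replicate 3 (median -0.0898). Il1b had a log2 fold change of -0.52 (adjusted p = 0.16 from edgeR's test). The paper names the response to interferon-gamma as a top function, and in the list tested here 2 of 25 genes were called, 1 in each direction. The paper draws Gsta3 in Fig. 4c, and with the paper's filter it was not tested here.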

Other observations

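The tests of DNA damage, of genomic DNA (apart from its share in Nr1d1), of the depth behind the number of genes with a count, of the transgene, of neighbouring genes and of the Smpd2 ratio were chosen after the results were seen.

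In a list of 26 NRF2 targets, 24 were tested and 23 were lower in Cre+ cells, with a median log2 fold change of -0.22 and 11 genes called (adjusted p = 4.5e-15 from limma's camera). It was the list that fry and the estimated correlation also called, with adjusted p-values of 6.2e-04 and 0.012. Without 1 library at a time the median ran from -0.22 to -0.19. Slc7a11 fell by 0.66 and Hmox1 fell by 0.36 on the log2 scale. The list holds 4 genes drawn in Fig. 4c, which the study picked from these libraries: Gsta3, Cbr1, Gstm1 and Gstp1. With the GC content and length trend removed, the adjusted p-value was 1.86e-15, which argues against this trend as the whole cause. With every library thinned to equal depth it was 3.43e-15. The values were already scaled for library size, so thinning could change little and decides nothing about depth. Of the 9 other splits of the libraries, 6 also called the list, with adjusted p-values down to 3.44e-04. Each of these splits keeps part of the difference between the groups, so their calls do not show that the genes vary within a group. Lower NRF2 activity may be a response to the loss of REV-ERBα, and a difference in culture stress between the groups was not tested.

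For the type I interferon list, removal of the GC trend left an adjusted p-value of 6.48e-05, which argues against that trend. DNA damage by Cre recombinase could raise these genes and would be expected to raise p53 targets. Of 22 p53 targets, 12 were higher, with a median log2 fold change of 0.03 (adjusted p = 0.193 from limma's camera). The 3 genes called were all higher: Pmaip1 (0.49), Plk2 (0.31) and Mdm2 (0.20, a call lost in 5 of 6 fits without 1 library). No Cre+ culture without floxed Nr1d1 was sequenced, so an effect of Cre and one of REV-ERBα cannot be told apart.

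Of 21 proliferation genes, 15 were higher in Cre+ cells, with a median log2 fold change of 0.16 (adjusted p = 0.0039 from limma's camera), and 3 of the 9 other splits also called the list, with an adjusted p-value down to 0.00165, smaller than that of the real grouping. The median was 0.0913 without Cre− replicate 1, 0.10 without Cre− replicate 2 and 0.0951 without Cre+ replicate 3, and up to 0.21 in the other fits without 1 library. Top2a and Rrm2 each had a log2 fold change of 0.79, and Rrm2 lost its call in 3 of 6 fits without 1 library. Of 6 clock genes repressed by REV-ERB, 4 were higher, with a median of 0.07 (adjusted p = 0.77), and 0 were called. Nr1d2, Bhlhe41 and Clock had log2 fold changes of 0.19, 0.07 and 0.14. Leaving out 1 library at a time moved them from 0.05 to 0.35, 0.02 to 0.11 and 0.09 to 0.25. The median of the list ran from 0.02 to 0.12 in these fits. Of 8 E-box clock genes, 3 were higher, with a median of -0.02 (adjusted p = 0.96), and 0 were called. That median ran from -0.11 to 0.04 without 1 library at a time. Of the genes named from these clock lists, Per1, Per2 and Tef included, only Per2 had an unadjusted p-value under 0.05 (0.029 from edgeR's test).

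In the paper's qPCR of Fig. 1f, with 6 cultures each, 2.58% of Nr1d1 was left in Cre+ cells, a log2 change of -5.27, and Il1b and Il6 rose by 1.20 and 1.61 on the log2 scale. These are the paper's values from another experiment. The source data of that panel name the CAG::Cre ERT2 line, and the legend names the Cx3cr1::Cre ERT2 line. In the RNA-seq, Nr1d1 changed by -0.77 over all its exons.

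Cre− libraries had more genes with a count, 32587 to 35166 against 29941 to 30677 in Cre+ libraries. At equal depth the lowest Cre− library still had 2318 genes more than the highest Cre+ library, which argues against depth. Genomic DNA in the libraries is a candidate explanation. The 1952 olfactory and vomeronasal receptor genes, taken as a measure of background after leaving out 18 with a higher signal, were at 59.8 to 104 CPM in Cre− and 31.3 to 36.8 CPM in Cre+ libraries, a ratio of means of 2.37. The 5 satellite-like predicted genes, which include the large falls Gm10800 (-1.89), Gm10801 (-1.86) and Gm10718 (-1.97), were at 197 to 350 CPM and 69.6 to 77.4 CPM, a ratio of 3.65. Such a background would account for 3.45% of the loss of Nr1d1 in CPM, which argues against it as the cause there.

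The other large falls were Baiap2l1, from 14.1 ± 0.654 to 0.936 ± 0.240 CPM (SD, n = 3 cultures each; log2 fold change -3.91), and 1700017M07Rik (-2.17). Esr1 rose from 0.966 ± 0.283 to 6.30 ± 0.209 CPM, a log2 fold change of 2.71. Reads of the Cre ERT2 transgene could be counted on Esr1, since it holds part of an estrogen receptor, but without the reads this and a rise of Esr1 itself cannot be told apart.

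Called genes lay beside each other on the chromosomes in 56 pairs, against a median of 29 and at most 51 in 10000 permutations within 20 expression bins (permutation p = 1e-04, the smallest they can give). Inherited segments that differ between litters may give such pairs, and so may neighbours that are regulated together, so the 2 cannot be told apart. Within 5 Mb of Cox7a2l, 6 of 52 tested genes were called (11.5%), within 5 Mb of Nr1d1 10 of 147 (6.80%) and within 5 Mb of Sgce 2 of 21 (9.52%). Of the 11398 genes used for the neighbouring pairs, 4.97% were called.

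The log2 fold change correlated with GC content across genes (Spearman -0.295), and each Cre− library had a positive and each Cre+ library a negative correlation with GC content. With this trend removed, 475 genes were called, 395 of them shared with the 579, which argues against GC content as the whole cause of the calls. The ratio of mean library totals was 1.12, and the unscaled Smpd2 ratio of 1.22 shrank to 1.09 once it was removed, so depth may account for part of that ratio.

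Markers of other cells were mostly under 0.4 CPM, but single markers were higher. In Cre− and Cre+ cultures, Postn was at 107 and 48.1 CPM and the oligodendrocyte marker Cspg4 at 47.5 and 43.2 CPM. The astrocyte marker Aldoc was at 31.5 and 32.0 CPM and the endothelial marker Flt1 at 19.7 and 24.9 CPM. Postn was called lower, and 1 astrocyte and 1 endothelial gene were called higher. Of 15 genes each, 3 astrocyte genes were tested (median log2 fold change 0.12), 4 of oligodendrocytes (0.01), 0 of neurons, 3 of endothelial cells (-0.17) and 1 of fibroblasts and mural cells, Postn (-1.17). Of 15 mitochondrial genes, 6 were called, all higher in Cre+ cells (median 0.21).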
